# A framework for TRIM21-mediated protein depletion in early mouse embryos: recapitulation of *Tead4* null phenotype over three days

**DOI:** 10.1186/s12864-019-6106-2

**Published:** 2019-10-21

**Authors:** Steffen Israel, Ellen Casser, Hannes C.A. Drexler, Georg Fuellen, Michele Boiani

**Keywords:** Proteome, TEAD4, Oocyte, Preimplantation embryo, TRIM21, Mouse, Trophectoderm

## Abstract

**Background:**

While DNA and RNA methods are routine to disrupt the expression of specific genes, complete understanding of developmental processes requires also protein methods, because: oocytes and early embryos accumulate proteins and these are not directly affected by DNA and RNA methods. When proteins in the oocyte encounter a specific antibody and the **TRI**partite **M**otiv-containing **21** (TRIM21) ubiquitin-protein ligase, they can be committed to degradation in the proteasome, producing a transient functional knock-out that reveals the role of the protein. However, there are doubts about whether this targeted proteolysis could be successfully used to study mammalian development, because duration of the transient effect is unknown, and also because amounts of reagents delivered must be adequate in relation to the amount of target protein, which is unknown, too.

**Results:**

We show that the mouse egg contains up to 1E-02 picomoles/protein, as estimated by mass spectrometry using the intensity-based absolute quantification (iBAQ) algorithm. However, the egg can only accommodate ≈1E-04 picomoles of antibody or TRIM21 without incurring toxic effects. Within this framework, we demonstrate that TRIM21-mediated protein depletion efficiently disrupts the embryonic process of trophectoderm formation, which critically depends on the *TEA domain family member 4* (*Tead4*) gene. TEAD4 depletion starting at the 1-cell stage lasts for 3 days prior to a return of gene and protein expression to baseline. This time period is long enough to result in a phenotype entirely consistent with that of the published null mutation and RNA interference studies: significant underexpression of trophectodermal genes *Cdx2* and *Gata3* and strongly impaired ability of embryos to cavitate and implant in the uterus. Omics data are available via ProteomeXchange (PXD012613) and GEO (GSE124844).

**Conclusions:**

TRIM21-mediated protein depletion can be an effective means to disrupt gene function in mouse development, provided the target gene is chosen carefully and the method is tuned accurately. The knowledge gathered in this study provides the basic know-how (prerequisites, requirements, limitations) to expedite the protein depletion of other genes besides *Tead4*.

## Background

Classic DNA techniques of gene ablation (constitutive ‘knockout’) eliminate gene function ubiquitously in 25% of the mouse embryos produced after the intercross of heterozygous founders. In this way, for example, the requirement of the transcription factor TEA domain family member 4 (TEAD4) has been demonstrated for mouse preimplantation development [1, 2]: Intercross of *Tead4* +/− parents produced no *Tead4* −/− offspring, because null embryos died at pre-implantation stages without forming a blastocyst cavity encased in a functional trophectoderm. In other gene mutants, e.g. *Pou5f1 (Oct4),* null embryos were able to form blastocysts only to die shortly after implantation [3]. These phenotypes were also reproduced by inhibiting the mRNA via RNA interference or morpholino, as shown for *Tead4* itself [4, 5] and its target gene *Cdx2* [6].

However, protein methods are indispensable for a complete understanding of developmental processes, because oocytes and early embryos accumulate proteins and these are not directly affected by the above DNA and RNA methods. Specifically, proteins can outlive the locus deletion (in knockout models) or the inhibition of cognate mRNA (in siRNA/morpholino experiments). Apart from exceptional cases of proteins with half-lives ranging from months to years [7], some embryonic proteins remain there for days after the cognate mRNA has been degraded (e.g. NLRP2 and members of the subcortical maternal complex, SCMC [8, 9]). These considerations fuel speculation that some null mutant phenotypes might be only partly revealed by DNA and RNA methods. Therefore it is desirable to eliminate the proteins directly. One possibility is to microinject, into the oocyte, IgG antibodies either alone [10–18] or in combination with a suitable E3 ubiquitin-protein ligase, such as TRIM21, that binds IgG [19, 20]. Antibodies alone mask the target proteins at the catalytic or interaction sites, but the target proteins are not eliminated. By adding TRIM21, an antibody-target-TRIM21 ternary complex is formed that is degraded in the proteasome [21], thus producing a functional ‘knockout’. In mouse oocytes the TRIM21-mediated protein depletion has been demonstrated on two endogenous proteins and on microinjected green fluorescent protein (GFP), which all rapidly disappeared from oocytes for at least 60 min (t ½ 9–16 min) [21]. In embryos, depletion has been conducted in Zebrafish via microinjection in the egg yolk, producing phenotypes in the embryos [22].

In order to be feasible in mammalian development and be applicable to more questions to come, such as the role of maternal protein deposits in oocytes, TRIM21-mediated protein depletion needs to fulfill basic operating criteria. The native range of protein amounts that TRIM21 is supposed to deplete has to be defined, for example, and the supplied amount of antibody must be maximized, in order to possibly last for e.g. 3–4 days of mouse preimplantation development. While ≈5000 proteins are detectable in MII mouse oocytes with current technology [23, 24], they have not been assigned yet with a unit of substance e.g. femto-, pico- or nanomoles. These target protein amounts must be matched, or exceeded, by the antibody supplied in a microinjected volume. While Zebrafish oocytes can be injected with 2000 picoliters containing 6,7E-03 picomoles antibody [25], mouse oocytes are smaller and injection volumes range from 1 to 20 picoliter [26]. Experimenters have traditionally been reluctant to inject more than 5–10 picoliters: protein injection in the mouse ooplasm was able to deliver 2E-05 picomoles in 7 picoliters, for example [27]. Yet mature mouse oocyte and zygotes should be able to accommodate for a volume expansion of approximately 100 picoliters, thanks to the large perivitelline space [28, 29], but this has not been demonstrated yet. In addition to these parameters, the antibody still might not bind all of the target protein, given the chemical equilibrium law. In fact, the binding properties of most antibodies are not well characterized [30].

Aim of the present study was to define an operating framework for TRIM21-mediated protein depletion in mouse development. To this end we chose the paradigm of trophectoderm formation in mouse embryos, which hinges on the transcription factor TEAD4. This choice offers key advantages, such as a well-characterized gene expression cascade [5, 31–34] and an easy-to-assess dichotomic phenotypic response (blastocyst formation yes/no [1, 2]). The knowledge gathered in our study illustrates prerequisites, requirements and limitations of TRIM21-mediated protein depletion in early mouse embryogenesis, and paves the way to study the function of protein deposits in mouse oocytes.

## Results

### Operating criterion no.1 for successful TRIM21-mediated protein depletion: known amount of target protein

In order to be feasible in mammalian development for the study of gene functions, TRIM21-mediated protein depletion needs to be adapted to a cell type that is specialized to store proteins in large amounts and release them over days: the fertilized oocyte, or zygote. Therefore, our first consideration was to define the native range of protein amounts that TRIM21 is supposed to deplete, so as not to operate blindly. To date, the molar abundance of proteins present in mouse oocytes or early embryos is essentially unknown. While there are deep quantitative studies [23, 24], these provide relative comparisons (e.g. the amount of protein P in sample X is larger than in sample Y), but these quantities are not scaled as moles. Using cell lines and mass spectrometry (MS) it has been demonstrated that a protein’s abundance as a fraction of the total protein is reflected by the proportion of its MS intensity signal to the total MS intensity. The intensity-based absolute quantification (iBAQ) algorithm divides the sum of all precursor-peptide intensities by the number of theoretically observable peptides for the corresponding protein [35, 36]. iBAQ values are approximately proportional to the number of moles of protein present and thus iBAQ_i_/Σ_j_iBAQ_j_ (adimensional) is the relative molar amount of protein ‘i’ among all proteins ‘j’, called relative iBAQ, briefly riBAQ [37].

To obtain riBAQ values for mouse preimplantation stages we repurposed and reprocessed a large series of previously generated MS datasets (see Methods). These datasets covered seven stages (metaphase II (MII) oocyte, pronuclear stage 2 (PN2) zygote, 2-cell, 4-cell, 8-cell, ≈16-cell or morula, and ≥ 32-cell or blastocyst) in four replicates per stage except *n* = 5 for oocytes. Combined, these data assembled to 8095 protein groups (MII, 7676; zygote, 7362; 2-cell, 7139; 4-cell, 6977; 8-cell, 7017; morula, 7045; blastocyst, 6667) (Fig. 1a). The MS proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository [39, 40] (see Methods). A summary of the processed riBAQ values is provided as Additional file 1: Table S1. In oocytes, these proteins span 8 orders of magnitude of riBAQ values (Fig. 1b, top), ranging from 4.0 × 10^− 9^ to 7.7 × 10^− 2^ with a median of 9.0 × 10^− 6^. For convenience we will adopt the scientific notation: 4.0 E-09, 7.7 E-02, 9.0 E-06. Strikingly, 50 proteins alone (≈0.6% of 8095) accounted for 50% of the sum of all iBAQ values in oocytes (Fig. 1c). These highly abundant proteins include LDHB, PADI6, and all four core members of the SCMC, which have been described as highly abundant also in previous proteomic studies [41]. The intermediate riBAQ range of E-07 to E-05 is populated by proteins which include transcription factors associated with preimplantation development, such as OCT4 and TEAD4. While OCT4 is detected in all (29 of 29) replicates (65th abundance percentile in oocytes), TEAD4 is detected in 5 of 29 replicates (1 of 5 replicates for oocytes; 8th abundance percentile). Clearly, the view of transcription factors as little abundant proteins is a generalization. Since the onset of embryonic *Tead4* gene expression is at the 2-cell stage [2], our case refers to a preexisting (albeit very minute!) protein deposit in oocytes, a deposit that would be immune to DNA and RNA methods, analogous to OCT4, which however is more abundant. Compared to the distribution of riBAQ values for oocytes, similar distributions are obtained also for the developmental stages, as shown exemplarily for blastocyst (Fig. 1b, bottom). This quantitative knowledge will be instrumental to scale the amounts of TRIM21 and antibody required for target protein depletion.

**Fig. 1:**
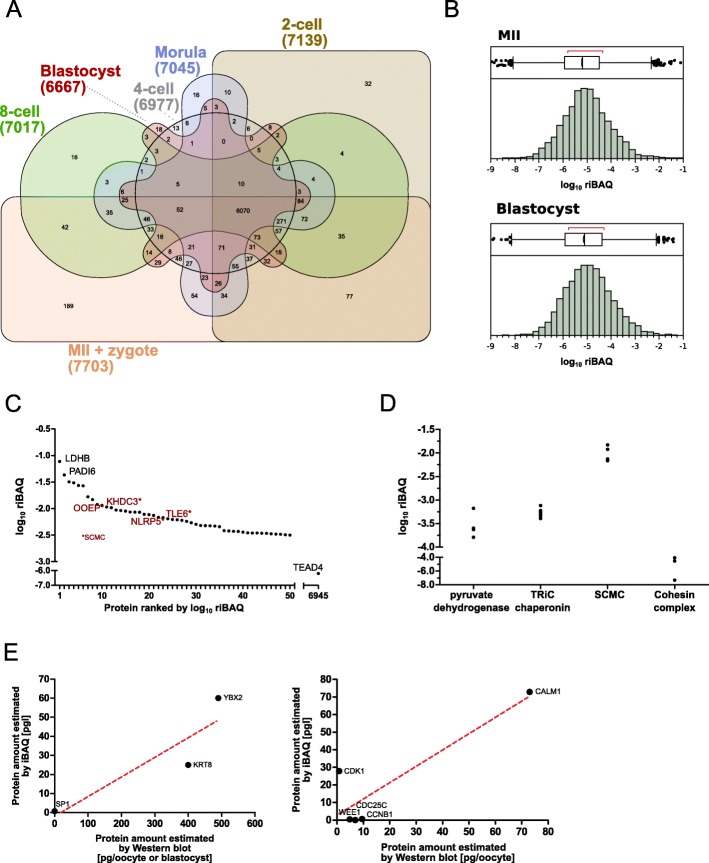
**a.** Venn diagram overview [38] of the number of protein identities detected in oocytes and preimplantation stages of the mouse following LC-MS/MS. **b.** Distribution of individual protein abundances (riBAQ) in oocytes and blastocysts. **c.** Survey of the top 50 most abundant proteins detected in oocytes, plus TEAD4. **d.** Demonstration that the subunits of four known macromolecular complexes are quantified at similar riBAQ values within each complex. **e.** Tentative picogram amounts of protein p predicted with the formula *M*_*p*_ = *riBAQ*_*p*_ × *MW*_*p*_ are consistent with those found in historical immunoblotting data Abbreviations: MS, mass spectrometry; WB, western blotting; MII, metaphase II oocyte

How faithfully does the riBAQ algorithm report the mole fraction of each protein in case of mouse oocytes and early mouse embryos? And can a unit of substance (e.g. picomole) be tentatively assigned to the riBAQ values? To answer these questions we performed two assays, as follows.

First, we reasoned that macromolecular complexes offer an option for probing molar fractions. Many protein complexes are well characterized in terms of their composition and stoichiometry, with subunits expressed at equimolar levels, as deduced from co-immunoprecipitation experiments. Two such complexes present in all cells are the pyruvate dehydrogenase complex and the TRiC chaperonin, already used in previous MS studies to validate protein amounts [42]. Specific to oocytes, two such complexes are the highly abundant SCMC [43] and the less abundant cohesin complex [44]. In our dataset, not only did we find all expected members of the ubiquitous complexes, but also very similar amounts of the respective subunits at riBAQ level of less than E-03 (pyruvate dehydrogenase, TRiC chaperonin). Of the SCMC we found all four subunits at riBAQ level of less than E-1.5 (Fig. 1c, d). Of the cohesin complex we found 3 of 4 constitutive members at a riBAQ level less than E-04, with riBAQ of SMC1A similar to riBAQ of SMC3 and both riBAQs higher than that of STAG3, consistent with the stoichiometry of SCMC (Fig. 1d). Cohesin complex subunit REC8 was not found.

Second, we reasoned that if the riBAQ of protein *p* is proportional to its molar fraction MF_*p*_,

1 $$ {MF}_p\propto {riBAQ}_p, $$

then multiplying the riBAQ value of a protein by its molecular weight (MW) in Daltons (g/mol, or picogram/picomole) would yield the protein mass Mp

2 $$ {M}_p={riBAQ}_p\times {MW}_p $$

and finally, summing up these products M_*i*_ for all the *n* proteins detected in an oocyte sample, should return a mass M_*O*_

3 $$ {M}_O={\sum}_1^n{M}_p $$

that compares well to the known total protein mass of the mouse oocyte, which is 2.4E+ 04 ± 0.5E+ 04 picograms [45–50]. Indeed the obtained M_O_ value of 4.4E+ 04 not only is in the same order of magnitude but in fact it is close to the average value from literature [45–50]. Even though the current proteome is incomplete because there are proteins that went undetected in our MS analysis (e.g. REC8), these are likely to be the least abundant proteins, whose share M_i_ of the total M_O_ is negligible. Therefore, the riBAQ values are proportional to an entity that carries picomole as a unit of substance. Tentative picogram amounts predicted with formula (2) are consistent with those found in historical immunoblotting data (YBX2 [51], SP1 [52] and KRT8 [18] in MII oocytes and in blastocysts, which can be matched directly to our samples; CALM1 [53], WEE1, CDK1, CCNB1, and CDC25C [54] in fully grown, germinal vesicle oocytes, which can be related by approximation to our samples of MII oocytes; Fig. 1e).

In sum, the riBAQ values reflect the protein abundance in situ and are proportional - albeit not identical - to the picomoles of protein present in oocytes and preimplantation embryos. As such, riBAQ values can guide the supply of specific antibody (e.g. ensuring that the antibody is in excess of the target protein) and can help interpret the results of TRIM21-mediated protein depletion.

### Operating criterion no.2 for successful TRIM21-mediated protein depletion: duration and selectivity of effect

Our next consideration was how to maximize the volume and the concentration of reagents (TRIM21 and antibody) for microinjection in the zygote. This is crucial, because the antibody does not regenerate itself while the target protein may have a turnover. A similar argument applies to TRIM21. Thus, it is not granted that effects of TRIM21-mediated protein depletion persist for enough time to phenocopy the loss of gene function in embryos. Consequently, we adapted our technique of blunt-tip, piezo-driven needle microinjection, which has been used for many years in our laboratory to perform nuclear transplantation into mouse oocytes. The average radius (r) of the ooplasm (37–38 μm) and the average radius of the inner side of the zona pellucida (42–43 μm) allow the calculation of their volumes as 4/3πr^3^ (Fig. 2a). Based on the radius and assuming spherical shape, we reasoned that it should be possible to inject ≈ 100 picoliters (inner volume of the zona pellucida, 320 picoliters, minus the volume of the ooplast, 220 picoliters) before the oolemma is pressed against the zona pellucida and the perivitelline space is filled. Upon microinjection, volume expansion is reversible in zygotes, which recover within 4 min in most cases (88 ± 10%, *N* > 1000; Fig. 2b), in contrast to MII oocytes that lyse much more often (35 ± 2% loss). We confirmed the estimate of 100 picoliters, by studying the behavior of a fluorescent stock solution (Oregon Green dextran beads, OGDB) injected in the zygotic ooplasm (Fig. 2c). Briefly, when a concentrated volume of OGDB is transferred into the recipient volume of a zygote, dilution occurs and the fold-change in fluorescence corresponds to the dilution factor, which in turn allows to calculate the injected volume using a calibration curve (Fig. 2d). This calculation leads to an estimate of 157 picoliters, which is even larger than 100 picoliters, probably because the zona is elastic and it can swell during microinjection. Regardless, these numbers corroborate that the volume we are microinjecting lies in the vicinity of 100 picoliters.

**Fig. 2:**
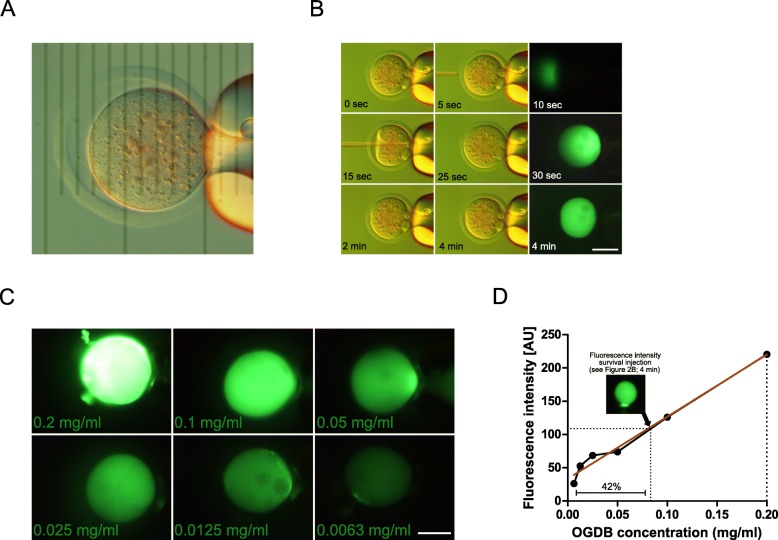
**a.** Picture of a metaphase II mouse oocyte with the picture of a micrometre grid (10-μm intervals) superimposed. **b.** Zygotes were filmed during injection with a gentle flow of concentrated suspension (0.2 mg/mL), but only up to the filling of the perivitelline space with an injected volume ‘x’; selected frames were extracted from movie at indicated time points. Note that the perivitelline space is completely filled at 25 s, but recovers partly after 2 min and completely after 4 min. **c.** Serial doubling dilutions of a standard of green-fluorescent dextran beads (Oregon Green dextran beads, OGDB). Zygotes were blown up with a maximum flow of OGDB suspension applied continuously for 30 s, for each of six concentrations (0.2 mg/mL halved by serial dilutions down to 0.00625 mg/mL), causing the zona to be evacuated and the cytoplasm to be completely replaced by OGDB. The green fluorescence intensity was recorded for each dilution with the same excitation and time exposure (**d**)**.** Dilution factor: A zygote injected as in (B), shown in the small inset photo, had a fluorescence intensity corresponding to 42% (1/2.4) of the fluorescence of the standard alone. These data allow one to solve a simple equation for the injected volume ‘x’: dilution factor = 2.4 = (x + 220 pl) / x = 157 pl. Size bar, 50 μm. AU, arbitrary units of fluorescence intensity

Next we addressed the concentration of solute in these 100 picoliters, i.e. the picomoles of TRIM21 and antibody that the zygote can tolerate without incurring cellular intoxication. We drew a dose-response curve increasing the concentration of protein, which was supplied salt-free in just water. We observed that concentrations above 0.5 mg/mL TRIM21 protein (52 kDa; 50 picograms of TRIM21 in ≈ 100 picoliters corresponding to 9.6E-04 picomoles) were followed by cytoplasmic protrusions oozing through the injection hole made in the zona pellucida, delay of volume recovery, and a marked decline of blastocyst rates (Fig. 3a left). On the assumption that this is due to the osmotic shock of TRIM21 being supplied all at once as protein, we injected the coding mRNA for a more gradual build-up of TRIM21 product. We took advantage of *Trim21* coding mRNA fitted with the coding sequence of mouse Cherry peptide (*mCherry-Trim21*), which allows to visualize TRIM21 in the living cell via red fluorescence [21]. We observed that concentrations above 0.2 mg/mL mRNA (730 kDa; 20 picograms of TRIM21 in ≈ 100 picoliters corresponding to 2.7E-05 picomoles) caused a decline of the blastocyst rates (Fig. 3a right; see also next paragraph). Therefore, we set the two concentrations of 2.7E-05 picomoles mRNA and 9.6E-04 picomoles antibody (in 100 picoliters) as the upper limit, and we introduced a safety margin, working with the lower concentrations of 2.5E-05 picomoles mRNA and 6.7E-04 picomoles antibody throughout this study. These numbers may look cumbersome, but in fact they correspond to 0.18 mg/mL mRNA and 1.0 mg/mL antibody. Using these settings, the amount of exogenous *Trim21* mRNA proved to be available throughout 72 h of preimplantation development: it remained substantially above the endogenous *Trim21* mRNA level (Fig. 3b) and was also effectively translated (Fig. 3c). Likewise, the amount of antibody proved to be stable throughout 72 h of preimplantation development (Fig. 3d). Thus, our microinjection technique should be applicable to study gene phenotypes that become manifest during the first 3 days of preimplantation development. Assuming that the antibody and its target follow a 1:1 stoichiometry, it should be possible to deplete up to 6.7E-04 picomoles of target protein, which falls in the 98th percentile of the iBAQ distribution (Fig. 1b). TEAD4 and OCT4, for example, lie well below (8th and 65th percentile, respectively, of the riBAQ distribution in oocytes).

**Fig. 3:**
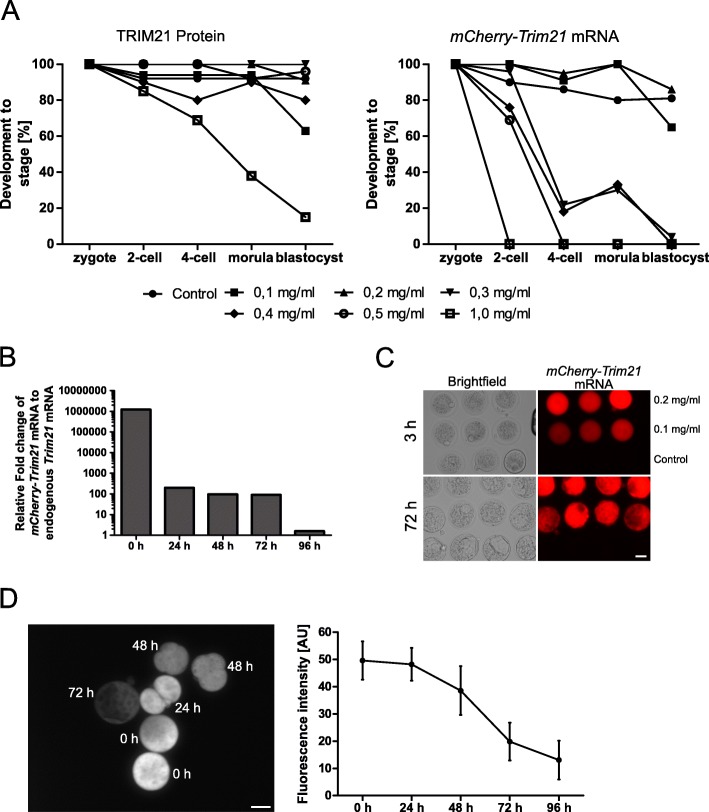
**a**. Dose-effect curves in zygotes injected with various concentrations of TRIM21 protein or *mCherry-Trim21* mRNA (mg/mL) in a volume of ≈ 100 picoliters. *N* = 43 zygotes were inspected for each mRNA concentration, *N* = 22 zygotes for each protein concentration. **b** Q-PCR for *Trim21* sequence conducted at 24-h intervals after microinjection of *mCherry-Trim21* mRNA in the zygote. *N* = 5 embryo equivalents from a lysate of 20 embryos per stage. Height of bars indicates the excess amount of microinjected *Trim21* mRNA over the endogenous *Trim21* mRNA. **c** The fluorescent protein product of *mCherry-Trim21* mRNA is visible already 3 h after microinjection and accumulates in the blastocysts. **d** Stability of microinjected antibody in the absence of *mCherry-Trim21* mRNA, demonstrated via immunofluorescence against primary antibody in zygotes microinjected with anti-GFP antibody. Left, representative picture of immunofluorescence against microinjected anti-GFP; right, measured fluorescence intensity (*n* = 7 embryos per time point). Size bar, 50 μm. AU, arbitrary units of fluorescence intensity

Our last consideration was to test whether the operation of TRIM21-mediated protein depletion through our microinjection protocol can, in principle, operate selectively in the mouse developmental environment and also preserve developmental ability. To stringently test the selectivity of the TRIM21 reaction, 2-cell embryos preloaded with *mCherry-Trim21* mRNA were injected with antibody into one blastomere, where the other one served as control. The injected blastomere can be discerned thanks to the brighter OGDB fluorescence (Fig. 4b-e). We relied for testing on three proteins that are known a priori to be present or absent in wild-type zygotes, such as PDIA3 and OCT4 (both present) and GFP (which is obviously absent in wild-type embryos). The estimated amounts (riBAQ) of PDIA3 and OCT4 in oocytes differ by a factor 240 (PDIA3 > OCT4; Additional file 1: Table S1). Within 4–5 h of the antibody injection, we could already see a robust decline of Cherry fluorescence for both anti-PDIA3 and anti-OCT4 (Fig. 4d, e), confirmed by signal intensity analysis (rightmost diagrams in Fig. 4d-e). The depletion of these proteins was selective, as shown by the fact that injection of anti-GFP did not result in any decrease of red fluorescence, neither after 4–5 h (Fig. 4c) nor after 3 days i.e. at the blastocyst stage (Fig. 4f). Blastocyst formation also demonstrates that microinjection per se does not grossly interfere with development.

**Fig. 4:**
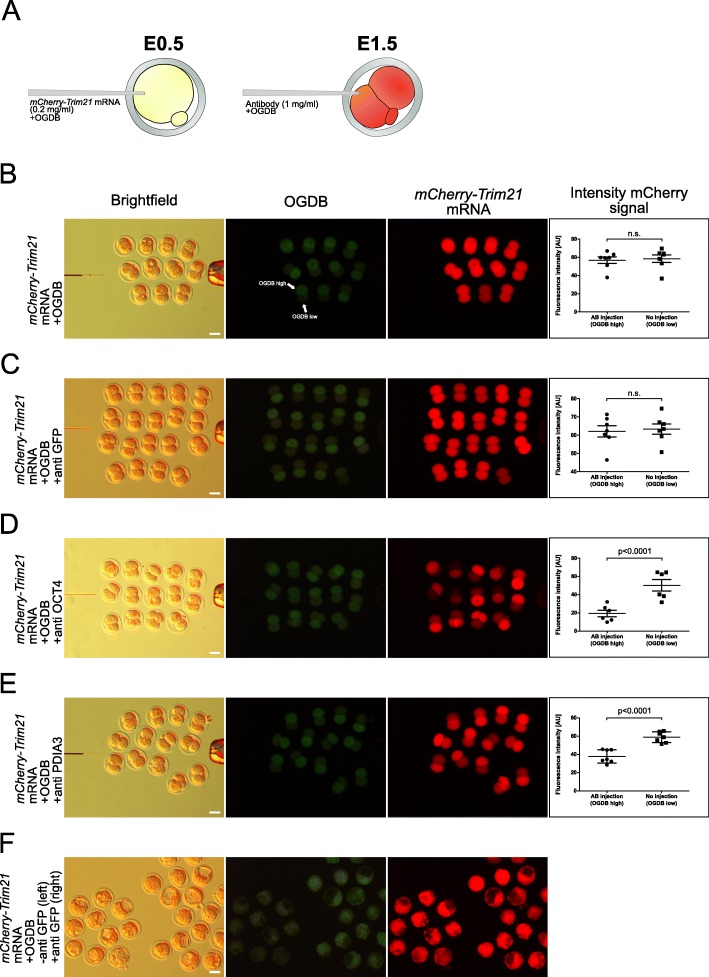
**a**. Experimental design of the selectivity test. All zygotes were injected with *mCherry-Trim21* mRNA and OGDB, cultured to the 2-cell stage and injected in one blastomere either with water (**b**), with anti-GFP antibody (**c**), with anti-OCT4 antibody (**d**) or with anti-PDIA3 antibody (**e**). **f.** The same as (**c**), followed up to the blastocyst stage (day E3.5). In the right-hand column, mCherry fluorescence was quantified using Image-J. Size bar, 50 μm. OGDB, Oregon Green dextran beads. Statistical significance tested with Student’s t test. n.s., not significant. AU, arbitrary units of fluorescence intensity

### Demonstration that TRIM21-mediated protein depletion can be sustained for 3 days and phenocopies the genetic null phenotype of *Tead4*

Under the conditions outlined above, effects of TRIM21-mediated TEAD4 protein depletion yielded the same phenotype (phenocopy) as the genetic *Tead4* mutant. When PN2 zygotes were injected with *mCherry-TRIM21* mRNA and ChIP-grade TEAD4 antibody [34] (Fig. 5a), embryos developed normally in vitro up to the 8-cell stage under culture conditions that mimic those in vivo (see Methods). However, compaction was abnormal and cavity formation was stunted under atmospheric O_2_ pressure (≈20%) after 3.5 days, during which time cavitation occurred in most of the control embryos injected with TEAD4 antibody alone (Fig. 5b). Thus, impairment was mediated by protein degradation via TRIM21, not by the antibody alone. Notably, blastocysts still had *mCherry-Trim21* mRNA and antibody left, as well as TRIM21 activity (Cherry fluorescence; Fig. 5c). This indicates that 1) reagents were not limiting and 2) depletion of the ternary complex and, thereby, of TEAD4 had occurred thus far.

**Fig. 5:**
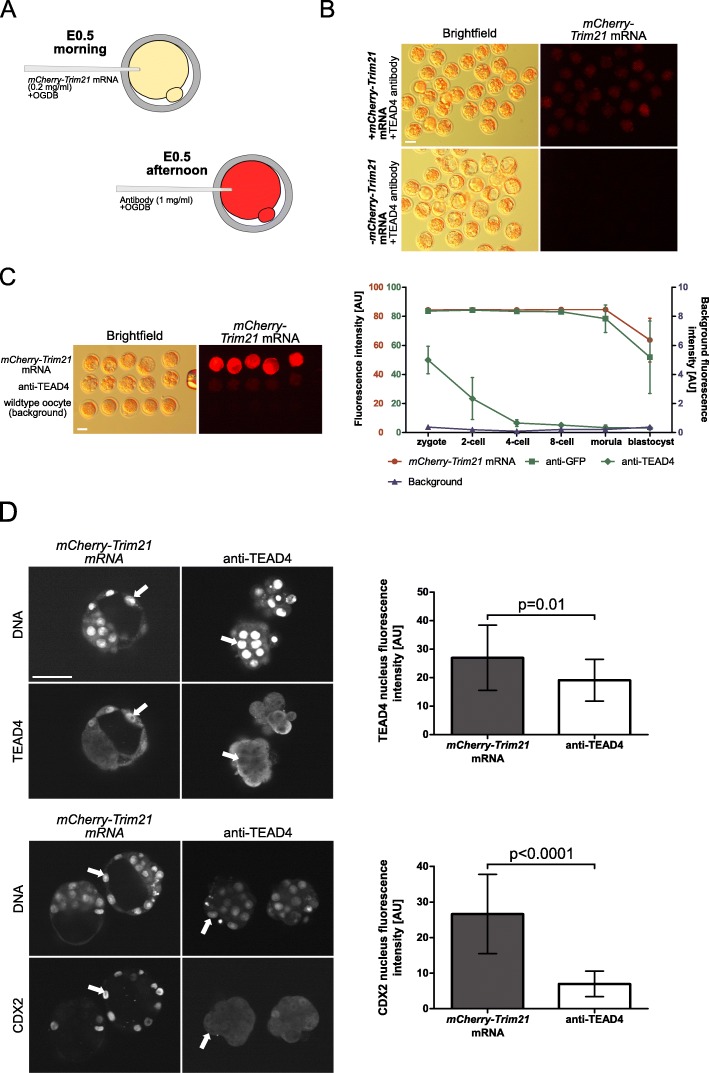
**a.** Experimental design for the investigation of developmental consequences of TRIM21-mediated protein depletion in zygotes. **b.** Representative images of blastocysts developed in KSOM (aa) after the microinjection of *mCherry-Trim21* mRNA and OGDB tracer with or without TEAD4 antibody. Effect of anti-TEAD4 was due to TRIM21-mediated depletion, as shown by the lack-of effect of TEAD4-antibody alone. **c.** Representative images of embryos with *mCherry-Trim21* mRNA and OGDB tracer; embryos with *mCherry-Trim21* mRNA, OGDB tracer and anti-TEAD4; non-injected oocytes with no fluorescence. Plot shows Cherry fluorescence intensities of zygotes and subsequent stages preloaded with *mCherry-Trim21* mRNA and OGDB tracer, and then injected with water (), anti-GFP antibody () or anti-TEAD4 antibody (), compared to the background fluorescence of non-manipulated cells (). *N* = 3 zygotes or embryos per stage per treatment. Note the secondary right axis used in plot to better discern the background fluorescence values. **d**. Representative immunofluorescent signals (largest cross section, nucleus fluorescence) of TEAD4 and CDX2 in TRIM21-only and TEAD4-depleted embryos at day E3.5 (*n* = 7 TEAD4-depleted and *n* = 8 TRIM21-only embryos for TEAD4 immunofluorescence; *n* = 11 TEAD-depleted and *n* = 8 TRIM21-only embryos for CDX2 immunofluorescence). DNA stained with YO-PRO-1. Arrows point at peripheral nuclei that are TEAD4- or CDX2-positive in controls but negative in TEAD4-depleted embryos. Size bar, 50 μm. OGDB, Oregon Green dextran beads. Error bars = standard deviations. Statistical significance tested with Student’s t test. AU, arbitrary units of fluorescence intensity

Functional consequences were assessed by immunofluorescence and implantation assays. At day E3.5, immunofluorescence intensity of TEAD4 was significantly reduced from a level of 26.8 arbitrary units (AU) in control (*mCherry-Trim21* mRNA) to 19 AU in *TEAD4-depleted embryos* (− 29%); TEAD4’s target CDX2 was significantly reduced from 26 AU to 6.8 AU (− 74%) (Fig. 5d). This substantial - albeit incomplete - TEAD4 depletion was sufficient for a strong functional impairment (Fig. 6a): only 22 ± 20% of the embryos formed a blastocyst cavity at day E3.5, in contrast to 82 ± 18% blastocysts of the group injected with anti-GFP antibody. It was reported that blastocyst cavity formation in *Tead4* −/− embryos is promoted by low O_2_ and antioxidants [55]. In our hands, culture under the more physiologic 5% O_2_ did not improve blastocysts formation of TEAD4-depleted embryos (5% O_2_*:* 0*%, n* = 60) nor did culture in medium containing the antioxidant N-acetylcysteine (NAC), which is also an inhibitor of the endoplasmic reticulum stress response (NAC: 20 ± 7% blastocysts formation, *n* = three groups of 10 zygotes each). TEAD4-depleted embryos were strongly impaired at forming outgrowths in vitro (Fig. 6a, b) and implanting in the uterus (Fig. 6c), in contrast to controls injected with *mCherry-Trim21* mRNA and anti-GFP.

**Fig. 6:**
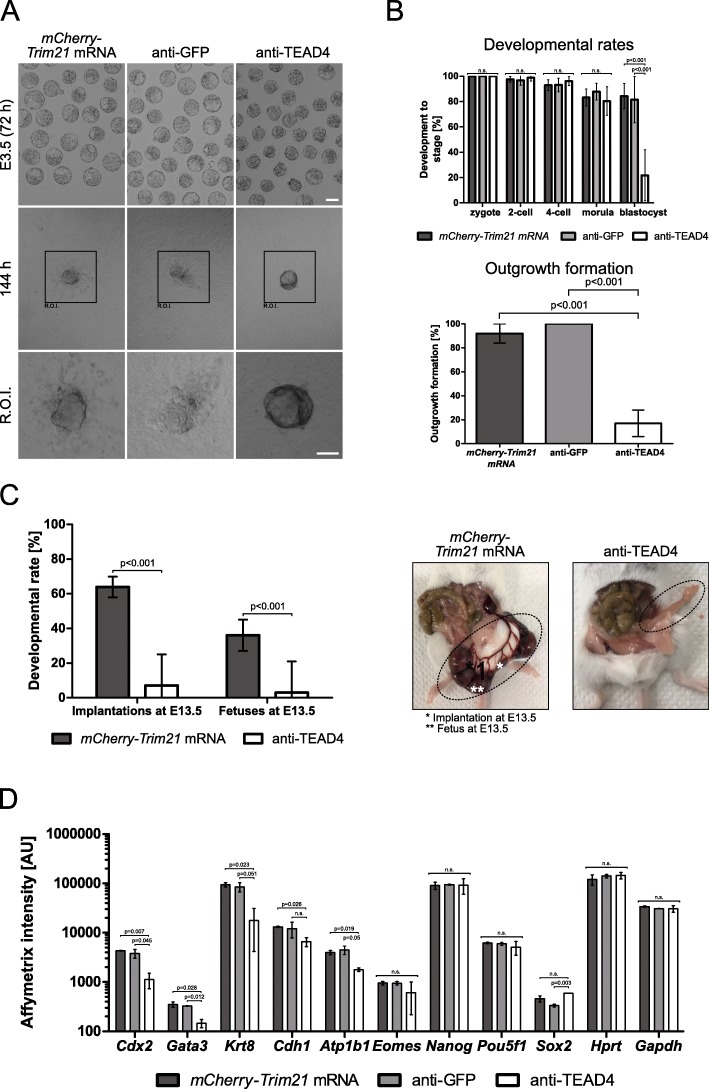
**a.** Morphologies of blastocysts and outgrowths with and without TEAD4 depletion. **b.** Developmental rates during preimplantation and outgrowth formation. Zygotes injected with *mCherry-Trim21* mRNA, *n* = 212; zygotes injected with *mCherry-Trim21* mRNA and anti-GFP antibody, *n* = 245; zygotes injected with *mCherry-Trim21* mRNA and anti-TEAD4 antibody, *n* = 501. Blastocysts tested for outgrowth formation: *n* = 12 after *mCherry-Trim21* mRNA, *n* = 8 after *mCherry-Trim21* mRNA and anti-GFP antibody, *n* = 12 after *mCherry-Trim21* mRNA and anti-TEAD4 antibody. **c.** Developmental rates after blastocyst transfer to uterus and representative pictures of uteri. Postimplantation development of TEAD4-depleted embryos was lower than that embryos injected with *mCherry-Trim21* mRNA or with *mCherry-Trim21* mRNA + anti-GFP antibody. Day E3.5 blastocysts containing *mCherry-Trim21* mRNA, *n* = 30 in three recipients; day E3.5 blastocysts containing *mCherry-Trim21* mRNA and anti-TEAD4 antibody, *n* = 30 in three recipients; day E3.5 blastocysts containing *mCherry-Trim21* mRNA and anti-GFP antibody, *n* = 48 in five recipients. Implantation rate: (fetuses + empty decidua + miscarriages) / transferred embryos. Fetal rate: fetuses / transferred embryos (see Methods). **d.** Raw Affymetrix signal intensities of selected mRNAs in blastocysts, in logarithmic scale. Two pools of 10 blastocysts each were analyzed for each group (*mCherry-Trim21* mRNA, anti-GFP, anti-TEAD4). Size bar, 50 μm. OGDB, Oregon Green dextran beads. Error bars = standard deviations. Statistical significance tested with Student’s t test. n.s., not significant. AU, arbitrary units of Affymetrix hybridization intensity

Since TEAD4 is a transcription factor, the effect of TRIM21-mediated protein depletion can be assessed via transcriptome analysis, expecting to see that *Tead4* target genes [34] but not other genes are affected in TEAD4-depleted day E3.5 blastocysts. 

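The arrays hold RNA from 3 groups of embryos, each as 2 pools (replicates a and b) of 10 embryos. All embryos received mCherry-Trim21 mRNA, which encodes a fluorescent form of TRIM21, a ubiquitin ligase that binds the constant part of antibodies and directs what they hold to the proteasome. The anti-GFP group also received an antibody with no target in the wildtype embryo, and the anti-TEAD4 group an antibody against TEAD4, a transcription factor of the trophectoderm lineage. In the sample labels the anti-TEAD4 pools had no cavity or a small, aberrant one and the other pools looked normal, and all groups were injected on one day. The paper places the embryos at day E3.5 and, in its methods, on day 4 after microinjection, whereas the labels give 72 h after injection, 96 h of culture and 4 days post coitum. RNA was extracted without DNase digestion.
The authors corrected the background, normalized and summarized the probes by robust multiarray averaging, and deposited log2 intensities. The table has 65956 rows, of which 30603 carry 1 gene symbol, 2146 carry several and 33206 carry none here. The remaining row of 1700019E08Rik was left out because its value for 1 array is far beyond what a log2 intensity can reach. For each gene the brightest row with 1 symbol was used, and Gata3 was read from a row named Gata3 and 9230102O04Rik, which gave 30142 genes. The groups were compared with limma over all 6 arrays, with 3 residual degrees of freedom. The 24 gene lists were fixed before they were tested, but several hold genes that the paper reports from these same arrays. The t test and its threshold come from the paper's text, while its methods name an analysis of variance, and it is called the methods' t-test here. With 2 arrays per group, their number limits the precision.
Tead4 mRNA, whose protein was targeted, had log2 intensities of 9.40 and 9.40 with mCherry-Trim21 mRNA, 9.30 and 9.16 with anti-GFP, and 8.44 and 8.95 with anti-TEAD4. Trim21 had 9.05 and 7.56, then 10.16 and 10.60, then 12.11 and 11.47. The injected mRNA carries Trim21 sequence, so this signal is not that of the embryo's own transcript alone. Of the 6 arrays, anti-TEAD4 replicate a had the highest median over all rows and the lowest mean correlation with the rest, 0.975 against 0.986 to 0.990. Over 1717 olfactory and vomeronasal receptor genes, genes of sensory neurons, that array had a median difference of 0.24 from the mean of the others on the log2 scale, and the next highest array one of 0.02. The median log2 fold change over all genes was 0.07 for anti-TEAD4 against mCherry-Trim21 mRNA, and centring each array on its median moves it by −0.14 and quantile normalization by −0.11. For the other comparisons centring moves it by −0.13 against anti-GFP and against both control groups and by −0.02 between the control groups.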

Transcriptome analysis was conducted on three groups of *n* = 10 embryos at day E3.5: 1) *mCherry-Trim21* mRNA; 2) *mCherry-Trim21* mRNA + anti-GFP; and 3) *mCherry-Trim21* mRNA + anti-TEAD4), in duplicate. The raw microarray data are accessible through GEO Series accession number GSE124844. A summary of the processed microarray data is provided as Additional file 2: Table S2. A marked underexpression of trophectoderm (but not pluripotency-associated) marker genes was observed after injection of *mCherry-Trim21* mRNA + anti-TEAD4. 

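Trophectoderm genes were lower in the anti-TEAD4 pools than in embryos with mCherry-Trim21 mRNA alone. Of 28 trophectoderm genes measured, 15 were lower and none was higher when adjusted over the list alone, none passed over all genes, and 18 lay in both anti-TEAD4 arrays below all 4 control arrays. They include the tetraspanin Tspan8, with a log2 fold change of −4.05 (standard error 0.58), the transcriptional inhibitor Id2 with −3.19 (standard error 0.24) and Dppa1 with −2.51 (standard error 0.47). Of 27 genes of cell junctions, polarity and cavity formation, 11 were lower and none was higher when adjusted over the list alone, among them the desmosomal cadherin Dsc2 with −1.79 (standard error 0.22) and the tight junction gene Cldn6 with −1.36 (standard error 0.17). These directions hold for both lists under quantile normalization and median centring. Of 26 pluripotency genes none passed in either direction by limma adjusted over the list alone, while without anti-TEAD4 replicate a 1 was higher and without replicate b 2 were lower. The largest log2 fold changes on that list were −0.94 for Klf5 (standard error 0.19), −0.83 for Sall4 (standard error 0.44) and −0.61 for Tfcp2l1 (standard error 0.34), of which Sall4 had −0.28 without anti-TEAD4 replicate a and −1.38 without replicate b, and Tfcp2l1 −0.40 without replicate a.
The median log2 fold change was −0.91 for the trophectoderm list, −0.83 for the junction list and 0.02 for the pluripotency list, whose mean was −0.04 and whose camera direction was down, and whose median was −0.12 with median centring and −0.09 with quantile normalization. Against the control mean, the trophectoderm median was −1.33 in anti-TEAD4 replicate a, the array that stands apart, and −0.70 in replicate b, the junction median was −0.98 and −0.59, and the pluripotency median was −0.24 and 0.08. Without anti-TEAD4 replicate a the junction median against mCherry-Trim21 mRNA was −0.46 and still passed camera. limma's camera test gave an adjusted p = 1.1e-24 for the trophectoderm list, 4.6e-19 for the junction list and 0.356 for the pluripotency list. Each of these lists includes genes that the paper reports from the same arrays, such as Cdx2, Cdh1 and Nanog, so these tests are not wholly independent of its results. Camera compares a list with all other genes, and 24 of 28 trophectoderm and 26 of 27 junction genes lie at or above the median level. From anti-TEAD4 replicate b to a, random lists of the trophectoderm level had a middle difference of −0.27, where all genes had 0.05. Level may thus add to these p values. Without anti-TEAD4 replicate b the pluripotency list passed at a median of −0.11 (adjusted p = 0.0462, and 0.0462 to 0.951 over the alternatives). No list passed with an estimated correlation, at adjusted p = 0.069, 0.085 and 0.841. Over all genes no gene passed an adjusted p under 0.05 from limma or from an analysis of variance without moderation, and the lowest adjusted p from limma was 0.186. At an unadjusted limma p under 0.05 there were 1962 genes, 960 higher and 1002 lower, where chance gives 1507. The methods' t-test after Benjamini-Hochberg adjustment passed 9 genes, and each of the 14 rows it passed over the whole table has equal values within both pairs.
Without anti-TEAD4 replicate b, limma called 2852 genes from the remaining anti-TEAD4 array, and 8770 had an unadjusted p under 0.05. That number was 851 without mCherry-Trim21 mRNA replicate a and 889 without its replicate b. Leaving out 1 array at a time gave 11 to 20 lower trophectoderm genes. The lower junction genes numbered 0 without mCherry-Trim21 mRNA replicate a, 2 without its replicate b, 7 without anti-TEAD4 replicate a and 20, with 1 higher, without its replicate b.

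**Figure D1:**
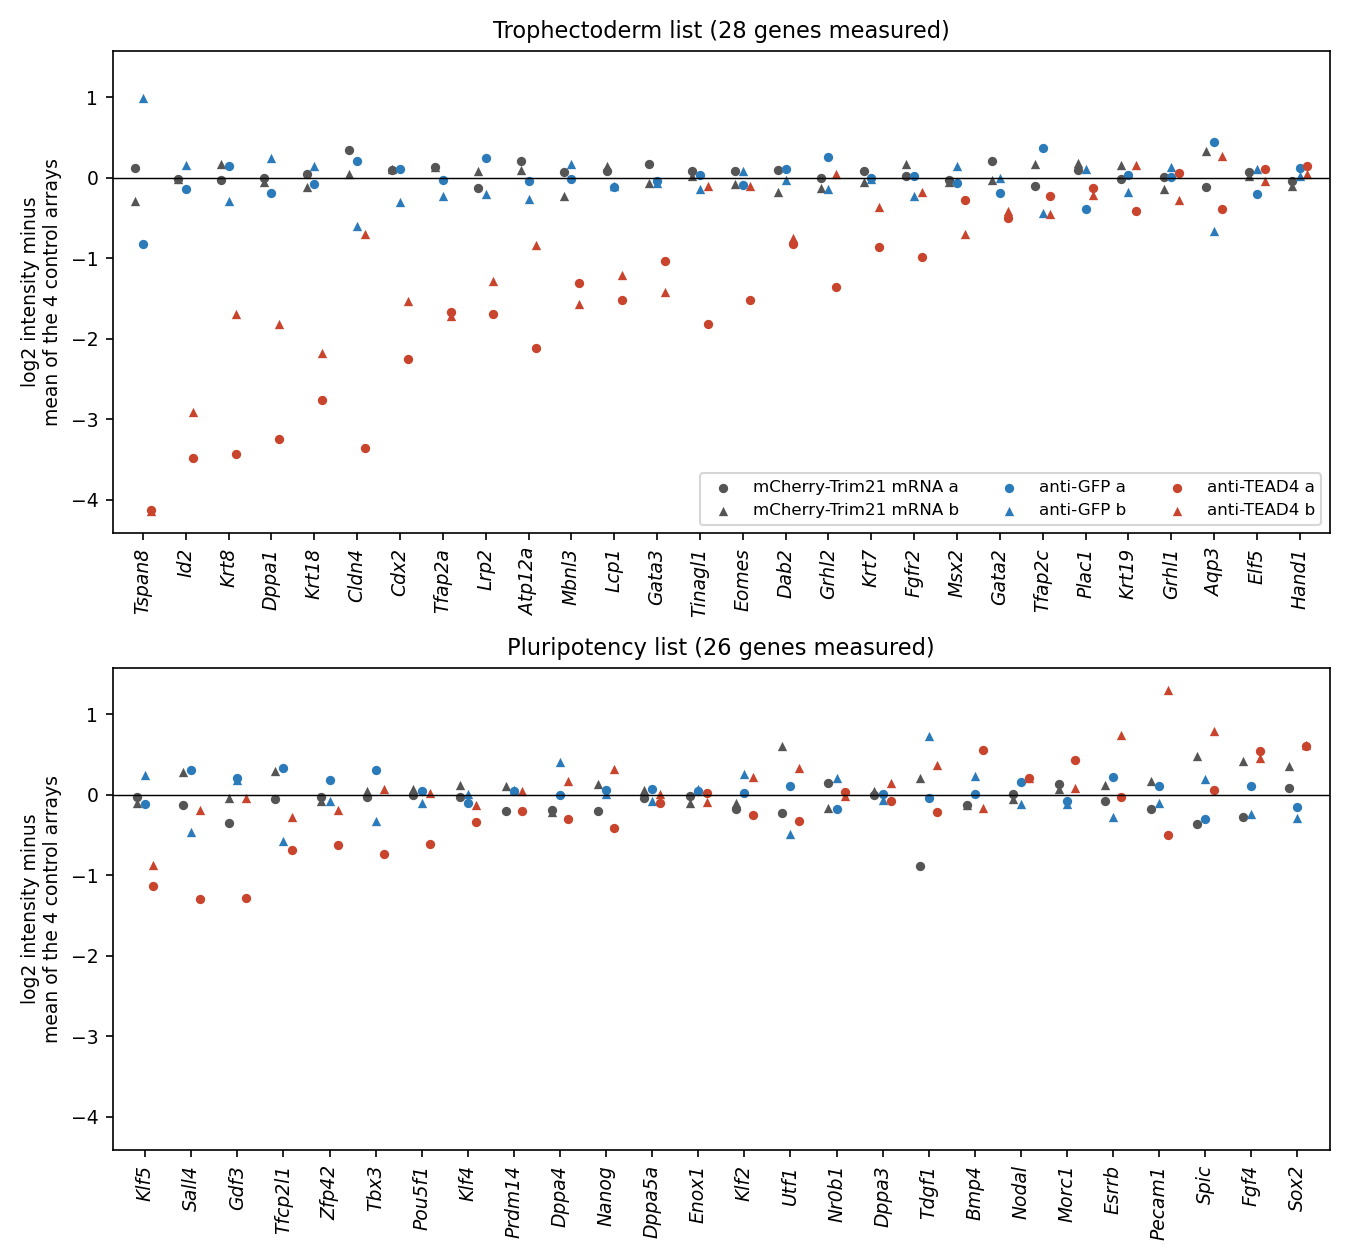
Log2 intensity of each array minus the mean of the 4 control arrays, for the 28 trophectoderm genes (top) and the 26 pluripotency genes (bottom), ordered by the mean of the anti-TEAD4 arrays. Colours mark the 3 groups, circles replicate a and triangles replicate b; for 18 trophectoderm genes both anti-TEAD4 arrays lie below all 4 control arrays.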

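Cdx2, a homeobox gene of the trophectoderm, was measured at 1124 ± 389 AU (SD, n = 2 pools) with anti-TEAD4, 3805 ± 741 AU (SD, n = 2) with anti-GFP and 4315 ± 21.2 AU (SD, n = 2) with mCherry-Trim21 mRNA, as linear intensities. The level with anti-TEAD4 was 70.5% below that with anti-GFP and 73.9% below that with mCherry-Trim21 mRNA. On the log2 scale the anti-TEAD4 arrays were at 9.73 and 10.45 and the lowest control array at 11.68. The log2 fold change was −1.79 against anti-GFP (adjusted p = 0.413 from limma) and −1.99 against mCherry-Trim21 mRNA (standard error 0.28, adjusted p = 0.368 from limma). Without anti-TEAD4 replicate b these were −2.15 (adjusted p = 0.0179) and −2.35 (adjusted p = 0.0187), from the other anti-TEAD4 array alone, which is then assumed to vary like the remaining groups. Over the alternatives tried, the adjusted p of Cdx2 ran from 0.0179 to 0.993 against anti-GFP and from 0.0187 to 0.999 against mCherry-Trim21 mRNA.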

Exemplarily, *Cdx2* mRNA level was reduced to 1124 AU from the starting level of 3805 AU (anti-GFP) and 4315 AU (*mCherry-Trim21* mRNA), which corresponds to a 70–74% knockdown (t test, *p* < 0.01; Fig. 6d). 

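Gata3, a zinc finger transcription factor of the trophectoderm, was at 145.8 ± 27.7 AU (SD, n = 2 pools) with anti-TEAD4, 326.3 ± 3.20 AU (SD, n = 2) with anti-GFP and 350.9 ± 41.2 AU (SD, n = 2) with mCherry-Trim21 mRNA. The level with anti-TEAD4 was 55.3% and 58.5% below these. Its log2 fold change was −1.28 against mCherry-Trim21 mRNA (standard error 0.19, adjusted p = 0.387 from limma) and −1.18 against anti-GFP (adjusted p = 0.42). Without anti-TEAD4 replicate b it was −1.08 (adjusted p = 0.0317) and −0.98 (adjusted p = 0.0361), and over the alternatives tried the adjusted p ran from 0.0317 to 0.999 and from 0.0361 to 0.993.
The keratin Krt8 had a log2 fold change of −2.64 against mCherry-Trim21 mRNA (standard error 0.56), the sodium pump subunit Atp1b1 −1.16 (standard error 0.20) and the adhesion molecule Cdh1 −1.01 (standard error 0.29). For each of them both anti-TEAD4 arrays lay below all 4 control arrays. Krt8 differed between the anti-TEAD4 pools, at 12.99 in replicate a and 14.73 in replicate b. Eomes, a T-box gene, was at 8.37 in replicate a and 9.79 in replicate b, against 9.80 to 9.97 in the control arrays, a log2 fold change of −0.81 (standard error 0.45), which was −0.10 without replicate a and −1.52 without replicate b, where it passed (adjusted p = 0.0209, and 0.0209 to 0.999 over the alternatives). Of these 6 genes, which the paper shows from the same arrays without saying how they were picked, so that the count is not taken as independent evidence of direction, 5 were lower when adjusted over the list alone and none passed over all genes.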

Marked reductions were observed also in the level of *Gata3* mRNA (down to 146 AU from the starting level of 326 and 351 AU for anti-GFP and *mCherry-Trim21* mRNA, respectively; − 55%; − 58%) and of the other trophectoderm marker mRNAs (*Krt8, Cdh1, Atp1b1*), except *Eomes* (Fig. 6d). In contrast to these trophectodermal mRNAs, levels of housekeeping mRNAs and pluripotency-associated *Nanog* and *Pou5f1* mRNA were not changed, while levels of *Sox2* were – if anything – slightly increased (Fig. 6d)*.* Overall, counting in the two mRNAs of *Cdx2* and *Gata3*, 280 genes were affected by TEAD4 antibody (t test, *p* < 0.01). 

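The housekeeping gene Hprt had a log2 fold change of 0.28 (standard error 0.22) and Gapdh of −0.15 (standard error 0.16) in the anti-TEAD4 pools against mCherry-Trim21 mRNA. Over 9 housekeeping genes the median was −0.07 and none passed the test, although Actb, at −1.02 (standard error 0.37), and Pgk1, at −0.78 (standard error 0.24), lay in both anti-TEAD4 arrays below all 4 control arrays. Actb was at −0.49 without anti-TEAD4 replicate a and −1.55 without replicate b, where it passed (adjusted p = 0.0267, and 0.0267 to 0.999 over the alternatives). With 1 array left out, Hprt ran from 0.04 to 0.52, Gapdh from −0.30 to 0, Nanog from −0.38 to 0.35 and Pou5f1 from −0.65 to −0.01. Nanog had a log2 fold change of −0.02 (standard error 0.28) and Pou5f1 of −0.33 (standard error 0.24). Pou5f1 was at 11.95 in anti-TEAD4 replicate a and 12.59 in replicate b, with control arrays from 12.46 to 12.64. Sox2 was at 9.21 and 9.22, above all 4 control arrays at 8.32 to 8.97, and its log2 fold change was 0.39 against mCherry-Trim21 mRNA (standard error 0.16, adjusted p = 0.785 from limma) and 0.83 against anti-GFP (adjusted p = 0.49).
Adjusted over the list alone of these 3 pluripotency genes, which the paper shows from the same arrays without saying how they were picked, so that this is not taken as independent evidence, Sox2 was higher than with anti-GFP but not without anti-GFP replicate b, and it did not pass against mCherry-Trim21 mRNA.
By the methods' t-test on linear intensities, at the unadjusted threshold of the paper's text, which is where this test is named, 620 of 65955 rows passed, of which 311 carry a gene symbol, where chance gives 660 and 327. Over the 30142 genes, each with 1 row, it passed 284, near the paper's 280, where chance gives 301. At an unadjusted limma p under the same threshold there were 465 genes, 153 higher and 312 lower, where chance gives 301. With 1 array left out at a time that count was 148 and 173 without mCherry-Trim21 mRNA replicates a and b, 281 without either anti-GFP array, 753 without anti-TEAD4 replicate a and 4179 without its replicate b.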

We applied also a fold-change threshold. 

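Most rows with a gene symbol that passed the methods' t-test and changed over 2-fold were lower with anti-TEAD4. Of 36 such rows, 26 were lower and 10 higher than with mCherry-Trim21 mRNA, and over all rows, with or without a symbol, 50 passed both thresholds. Over 4-fold there were 9 rows, 6 of them with a symbol. These were the galectin Lgals1, 15.0-fold lower, Id2, 8.92-fold lower, the choline transporter-like Slc44a4, 7.23-fold lower, the keratin Krt18, 5.31-fold lower, the oligoadenylate synthetase Oas1f, 4.12-fold lower, and the homeobox gene Obox6, 4.09-fold higher. Cdx2 followed at 3.84-fold lower as a ratio of arithmetic means and 3.96-fold as a ratio of geometric means. The glypican Gpc4 was 2.72-fold higher. The log2 fold changes were −3.92 for Lgals1 (standard error 0.26), −2.88 for Slc44a4 (standard error 0.26), −2.44 for Krt18 (standard error 0.24), −2.05 for Oas1f (standard error 0.15) and 2.04 for Obox6 (standard error 0.17). In limma their adjusted p lay between 0.186 and 0.257, short of the threshold.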

Of the total 280 mRNAs, 36 were changed by more than twofold and 7 by more than fourfold (*Lgals1, Id2, Slc44a4, Krt18, Oas1f, Obox6, Cdx2*). 

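Between anti-GFP and mCherry-Trim21 mRNA fewer rows passed the methods' t-test than chance gives, as in both anti-TEAD4 comparisons with 1 control group. On linear intensities, 620 rows passed the unadjusted threshold for anti-TEAD4 against mCherry-Trim21 mRNA and 484 against anti-GFP. For anti-GFP against mCherry-Trim21 mRNA 497 rows passed it, 245 of them with a gene symbol, where chance gives 660 and 327. This count therefore does not set anti-GFP apart. Over genes, each with 1 row, 231 passed, where chance gives 301. Over 2-fold there were 5 rows, and 3 of them carry a symbol, of which Gm22672 is named after its value was seen: Gm22672, 2.59-fold higher, the Wnt inhibitor Dkk1, 2.18-fold lower, and Mir3079. None changed over 4-fold. Mir3079 is measured by 2 rows. In the dimmer one, which passed, it was at 2.41 and 2.41 with mCherry-Trim21 mRNA, and 3.57 and 3.58 with anti-GFP, below the medians of 3.68 to 3.82 that the olfactory and vomeronasal receptor genes had in these 4 arrays, so that no fold is given. The brighter one, at 3.17 to 3.39 in these arrays, lay below these medians too.
With limma no gene passed an adjusted p under 0.05, 330 had an unadjusted p under 0.05 where chance gives 1507, and 32 had one under 0.01 where chance gives 301. The fit takes 1 spread for all 3 groups, so the anti-TEAD4 pair, whose arrays differed most, enters these counts. With only the 2 groups compared they were 1039 and 134, still fewer than chance gives. The count at 0.05 was 150 without anti-GFP replicate b, 182 without mCherry-Trim21 mRNA replicate b, 713 without anti-GFP replicate a and 1039 without either anti-TEAD4 array. The methods' t-test after Benjamini-Hochberg adjustment passed 18 rows, each with equal values within both pairs. Predicted genes aside, the largest differences at an unadjusted limma p under 0.01 include higher Trim21, with a log2 fold change of 2.08 (standard error 0.52, and 1.33 to 2.82 with 1 array left out). As the injected mRNA carries Trim21 sequence, this is not read as a rise of the embryo's own transcript. Mir340 with 1.83 (standard error 0.29) and Mir30e with 1.24 (standard error 0.22) were also higher. Lower genes include Dkk1 with −1.13 (standard error 0.15), Oxct2b with −1.01 (standard error 0.24) and the ceramide synthase Cers3 with −0.88 (standard error 0.16).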

A total of 182 transcripts were affected by GFP antibody (t test, *p* < 0.01), 8 of which were also changed by more than twofold and 2 by more than fourfold (*Mir3079, Dkk1*). 

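The 9 genes of the endoplasmic reticulum stress response named by the study did not pass limma's test with either antibody, over all genes or adjusted over the list alone. Their largest fold was 1.62, as a ratio of linear means, for the transcription factor Ddit3 with anti-GFP, which was at 8.62 in replicate a and 9.48 in replicate b against at most 8.43 with mCherry-Trim21 mRNA. With anti-TEAD4 the largest was Atf4, 1.58-fold higher, with a log2 fold change of 0.65 (standard error 0.21), and both anti-TEAD4 arrays lay above all 4 control arrays for Atf4, Xbp1 and the kinase Eif2ak3. The log2 fold change was 0.34 for Xbp1 (standard error 0.16) and 0.20 for Eif2ak3 (standard error 0.14). The chaperone Hspa5 was at −0.05 (standard error 0.31), and Ern1 at −0.56 (standard error 0.38), with 5.46 in anti-TEAD4 replicate a and 6.64 in replicate b. Without anti-TEAD4 replicate a these were 0.29 and 0.03, and without replicate b −0.38 and −1.15, where Ern1 passed (adjusted p = 0.0263, and 0.0263 to 0.999 over the alternatives). The median log2 fold change of the 9 genes was −0.05 with anti-TEAD4, where the mean was 0.07 and the camera direction up (camera adjusted p = 0.725), with −0.23 in anti-TEAD4 replicate a and 0.30 in replicate b against the control mean and −0.19 to 0.29 with 1 array left out, and 0.03 with anti-GFP (camera adjusted p = 0.828).
A further list of 13 measured genes of this response had a median of 0.08 with anti-TEAD4 (camera adjusted p = 0.417), or −0.06 with median centring, and 0.05 with anti-GFP (camera adjusted p = 0.995). Within it the co-chaperone Dnajb9 had a log2 fold change of 1.20 with anti-TEAD4 (standard error 0.25) and the asparagine synthetase Asns also of 1.20 (standard error 0.50), and neither passed when adjusted over this list alone. Asns was at 8.14 in anti-TEAD4 replicate a and 9.64 in replicate b, against 7.49 to 8.04 in the control arrays, so that its log2 fold change was 0.45 without replicate b and about 2 without replicate a, and Dnajb9 passed over all genes without replicate b, at 1.55 (adjusted p = 0.0194, and 0.0194 to 0.999 over the alternatives). Against both control groups Dnajb9 did pass over the list alone, at 1.16 (standard error 0.22), though 0 genes of the list passed there without any 1 of the 4 control arrays and 2 were higher in both comparisons without either anti-TEAD4 array.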

By these thresholds, various elements of the endoplasmic reticulum stress response (*Eif2ak3/Perk, Map 3 k5/Ask1, Hspa5/Bip, Ddit3/Chop, Ppp1r15a/Gadd34, Ern1/Ire1, Atf4, Atf6, Xbp1* [56, 57]) were not perturbed by anti-GFP or anti-TEAD4 antibody compared to embryos treated with *mCherry-Trim21* mRNA (*p* values ≥0.11 and fold-changes ≤1.6). Thus, microinjection of antibody against a resident protein, namely TEAD4, has specific consequences, however, there might be also some unspecific effects of the antibody as such, as revealed by the antibody against a target (GFP) not present in the wildtype cell.

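The anti-TEAD4 and the anti-GFP comparison with mCherry-Trim21 mRNA shared 7 genes at an unadjusted limma p under 0.01, each in the same direction, and none in opposite directions. Trim21, Gm17399 and Gm16344 were higher and Oxct2b, Gm5945, Cers3 and Arhgef17 lower, of which the 3 predicted genes and Arhgef17 are named after their values were seen, and Gm16344, at 2.88 to 3.82, lay in every array below the median of the receptor genes. Trim21 sequence is also carried by the injected mRNA. Independent lists of these sizes would share 0.226 genes, and groups without any effect, simulated with shared mCherry-Trim21 mRNA arrays and the spread of each group's own pair, shared 63 to 116. That spread was chosen after a first outcome was seen, in which 1 pooled moderated spread per gene, taken as known in a normal approximation, gave 14 to 42. With the pooled spread and limma the simulated groups shared 46 to 97. Across genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.13, where the simulated groups gave 0.372 to 0.483, or 0.454 to 0.534 with the pooled spread. The covariance was 0.0119, where they gave 0.0429 to 0.07, or 0.0426 to 0.0533. Both comparisons use the same 2 mCherry-Trim21 mRNA arrays, so the covariance is not free of them. The simulated arrays varied independently, whereas the differences within the mCherry-Trim21 mRNA and the anti-GFP pair had a correlation of −0.50 across genes. The simulated ranges are thus no yardstick for these arrays, and no conclusion about the overlap is drawn from them.
Of the lists fixed in advance, the camera test with anti-GFP passed the primitive endoderm list, with a median log2 fold change of −0.13 (camera adjusted p = 0.00621), and the early cleavage list, with −0.57 (camera adjusted p = 0.00621), along with the lists of interferon and of the proteasome. None of the 4 passed with an estimated correlation, at adjusted p = 0.841 for each. Without anti-GFP replicate b 0 lists passed, and without either mCherry-Trim21 mRNA array 2 did, with an early cleavage median of 0.89 without replicate b, and it was −4.55 without mCherry-Trim21 mRNA replicate a and −2.54 without anti-GFP replicate a. The paper concludes that microinjection of the antibody against TEAD4 has specific consequences, and says that the antibody as such might have some unspecific effects too, which it reads from the antibody against GFP.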

TRIM21 does not operate on the DNA locus, which continues to transcribe RNA that continues to be translated. Therefore, it is possible that the phenotype observed on day E3.5 may recover later. Indeed on day E4.5, TEAD4-depleted blastocysts had restored CDX2 and TEAD4 expression (Fig. 7a) and upon transfer to uterus developed further at rates indistinguishable from controls. In keeping with the reasoning that TRIM21-mediated protein depletion is effective for 3 days, but not longer, we challenged the product of another gene, namely *Pou5f1 (Oct4),* which is required later in development compared to *Tead4. Pou5f1* −/− embryos form blastocysts, but these have a non-functional inner cell mass [3]*.* When PN2 zygotes were depleted of OCT4 the same way as described for TEAD4, depletion of OCT4 was initiated (Fig. 4d)*,* but blastocyst formation was marginally affected compared with that of zygotes injected with *mCherry-Trim21* mRNA and anti-TEAD4 (Fig. 7b)*.* Following transfer of E3.5 OCT4-depleted blastocysts to uterus, fetal rates were substantial (Fig. 7c)*.* Thus, the effect of TRIM21-protein depletion is confined to 3 days, and appears more suited for low-expressed proteins like TEAD4 (8th percentile of the riBAQ distribution in oocytes) than for high-expressed proteins like OCT4 (65th percentile). These findings prompt us to discuss what the basis of this difference could be, and whether proteins other than TEAD4 and OCT4 may be suited for TRIM21-mediated protein depletion*.*

**Fig. 7:**
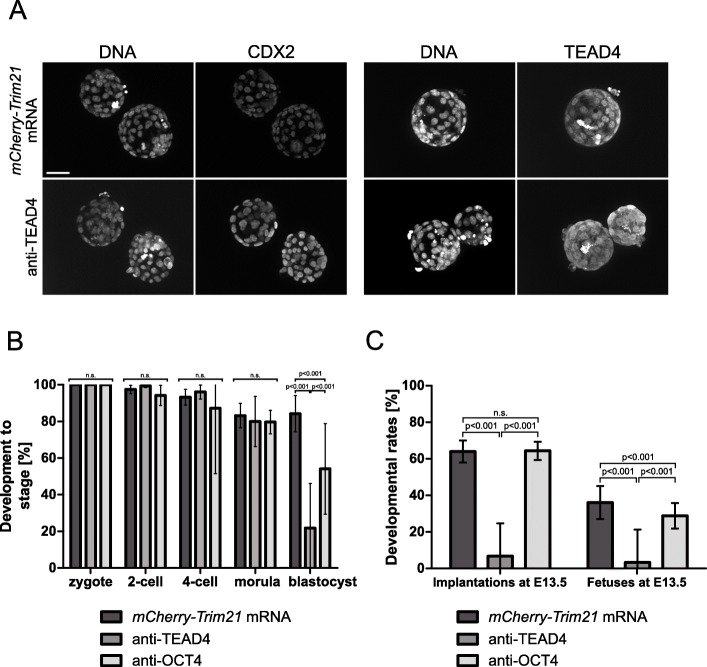
**a** Representative immunofluorescent signals of TEAD4 and CDX2 in TRIM21-only and TEAD4-depleted embryos at day E4.5 (*n* = 8 TEAD-depleted and *n* = 6 TRIM21-only embryos for TEAD4 immunofluorescence; *n* = 10 TEAD-depleted and *n* = 6 TRIM21-only embryos for CDX2 immunofluorescence). DNA stained with YO-PRO-1. Size bar, 50 μm. **b.** Developmental rates during preimplantation. Zygotes injected with *mCherry-Trim21* mRNA, *n* = 212; zygotes injected with *mCherry-Trim21* mRNA and anti-TEAD4 antibody, *n* = 501; zygotes injected with *mCherry-Trim21* mRNA and anti-OCT4 antibody, *n* = 464. **c.** Developmental rates after blastocyst transfer to uterus. Day E3.5 blastocysts containing *mCherry-Trim21* mRNA, *n* = 30 in 3 recipients; E 3.5 blastocysts containing *mCherry-Trim21* mRNA and anti-TEAD4 antibody, *n* = 30 in 3 recipients; E 3.5 blastocysts containing *mCherry-Trim21* mRNA and anti-OCT4 antibody, *n* = 160 in 20 recipients. Implantation rate: (fetuses + empty decidua + miscarriages) / transferred embryos. Fetal rate: fetuses / transferred embryos (see Methods). Statistical significance tested with Student’s t test. n.s., not significant

## Discussion

Developmental biologists have sought for decades to illuminate gene functions in early embryos by testing what happens when a specific gene is disrupted experimentally. While DNA and RNA methods are used commonly to impair gene expression, they are of limited efficacy against the protein products of those genes. Protein methods are therefore desirable to gather a complete picture. Recently the antibody microinjection method [10, 11] has brought a major advance: in addition to the binding of the target (which can mask proteins at the catalytic or interaction sites) it also achieved the subsequent degradation of the antibody-target complex via TRIM21 ubiquitin ligase (TRIM21-mediated protein depletion [21]). Even with this advance, effectiveness of protein depletion to reproduce mutant gene phenotypes in early mouse embryos seems all but granted, because: the effect must last 3–4 days, and microinjection must deliver an amount of reagent that is adequate for the protein amounts present in early embryos, which must be known. Here we have shown that when a specific antibody is available to target the protein of interest and the microinjection method is scaled up so as to deliver maximum amounts of reagent to the mouse ooplasm, substantial (albeit not complete) depletion of gene activity can be accomplished on the protein level for 3 days. Our arena was the PN2 stage wildtype mouse zygote and its acquisition of trophectodermal function mediated by the transcription factor TEAD4. TRIM21-mediated TEAD4 depletion resulted in a phenotype that is entirely consistent with the reported genetic knockout and knock-down of *Tead4*. Our control experiments using antibody against GFP, which is not present in the wildtype cell, and our test for off-target effects using transcriptome analysis, attest to the specificity of the TEAD4 depletion effects. 

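Set directly against anti-GFP, the anti-TEAD4 pools were lower for trophectoderm and junction genes. Of 28 trophectoderm genes, 13 were lower and none was higher when adjusted over the list alone, with a median log2 fold change of −0.87 (camera adjusted p = 1.6e-19, and adjusted p = 0.087 with an estimated correlation), or −0.59 without anti-TEAD4 replicate a and −1.39 without replicate b, past camera both times. Of 27 junction genes, 11 were lower and none higher, with a median of −0.69 (camera adjusted p = 6.1e-14, and adjusted p = 0.131 with an estimated correlation). Against mCherry-Trim21 mRNA, the anti-GFP pools had medians of −0.08 and −0.04 for these lists, with no member past the test, although without anti-GFP replicate a the junction list passed camera at −0.15 (adjusted p = 0.00694, and 0.00694 to 0.938 over the alternatives). The log2 fold change against anti-GFP was −4.22 for Tspan8, −3.94 for Lgals1 and −3.06 for the apical scaffold gene Slc9a3r1, and 1.41 for Trim21, whose sequence the injected mRNA carries. On the pluripotency list Klf5, at −1.07, was lower and Sox2 higher when adjusted over the list alone, whereas 0 genes of this list passed without any 1 of the 4 control arrays, 1 was higher without anti-TEAD4 replicate a and 2 were lower without its replicate b.
No gene passed an adjusted p under 0.05 from limma in this comparison either, where the lowest adjusted p was 0.268. There were 1994 genes at an unadjusted p under 0.05, 859 higher and 1135 lower, and chance gives 1507. The methods' t-test after Benjamini-Hochberg adjustment passed 5 genes, and without anti-TEAD4 replicate b limma called 2797. The count at an unadjusted p under 0.05 was 979 without anti-GFP replicate b, 1324 without its replicate a, 1270 without either mCherry-Trim21 mRNA array and 8904 without anti-TEAD4 replicate b. The lower junction genes numbered 5 without anti-GFP replicate a, 7 without either mCherry-Trim21 mRNA array and 19, with 2 higher, without anti-TEAD4 replicate b.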

If we prove that TRIM21-mediated protein depletion is effective during development for 3 days, then in principle we should be able to tackle also genes whose product is required earlier than day 3, such as the maternal-effect genes [58, 59].

One conceptual and one technical consideration were fundamental in our study. Firstly, the knowledge of how much of the target protein is present in the oocyte and early embryo is important, so as not to operate blindly when microinjecting the antibody. If the moles of antibody were much less than the moles of target protein, then TRIM21-mediated protein depletion would have no notable effect, regardless of any other consideration. For these reasons, quantitative knowledge about the oocyte proteins is essential. In our case, this knowledge was achieved via mass-spectrometric analysis, revealing the mouse developmental proteome to a depth of over 7000 proteins, which exceeds any other mouse dataset published to date, even the two largest [23, 24]. Probably we have not yet reached saturation in our data, since of the cohesin complex we missed one (REC8) of the 4 core members, for example. This is a shared limitation of all proteomic studies of mouse oocytes and early embryos to date. Our tests ascribe the proteins detected in mouse oocytes and early embryos with the tentative unit of substance of subpicomoles (range from 4.0E-09 to 7.7E-02 picomoles) – among these proteins also TEAD4, toward which we directed our endeavors. It may be noted that TEAD4 was detected in the low end of the protein abundance range, at a time prior to when the embryonic locus starts to be transcribed at the 2-cell stage [2], consistent with several other maternal proteins that are present in embryos in spite of the fact that mRNA is not detected [8]. This quantitative knowledge allows to scale comparable amounts of antibody, provided these amounts are also technically deliverable via microinjection in the zygote.

The second consideration was about achieving a maximum supply of reagent (TRIM21 coding mRNA, and antibody) to the ooplasm, in order to have a match for the endogenous proteins (4.0E-09 to 7.7E-02 tentative picomoles). The mouse oocyte is notoriously fragile during microinjection, and the mRNA amount was the highest we could possibly inject, before the concentration started to become toxic for the mouse embryo. The picomoles of antibody were also the highest possible, and cover all but the 98th and 99th percentile of the oocyte proteome distribution. To deliver these amounts of reagent, an unprecedented large volume of approximately 100 picoliters was injected into a zygote that has a volume of 220 picoliters. Although Zebrafish oocytes were successfully injected with 20 times the volume and 10 times the protein amount we injected into mouse oocytes [25], it should be noted that Zebrafish oocytes are also 300 times larger [22]. It appears that the cell volume regulation abilities of the mouse ooplasm [28] are astounding, such that it does not lose developmental potential to the injection of almost one half of its volume. In contrast to the PN2 zygote, the MII oocyte did not tolerate injection of such a large volume, the reason why we worked with PN2. This is a limitation of our study, because processes that are already in train in PN2 zygotes may be more difficult to disrupt, compared to processes that have yet to start in MII oocytes. The reason why *mCherry-Trim21* mRNA and TRIM21 protein exert some form of developmental toxicity above the concentration of 2.5E-05 picomoles and 9.6E-04 picomoles, respectively, is not clear. This toxic effect could simply be related to a plethora of issues that may be caused by the non-physiological influx of large amounts of substance, or be related specifically to additional functions of TRIM21, which include the induction of autophagy through IFN-γ [60] and the innate defense response to virus [61]. It is also conceivable that by overloading the proteasome with TRIM21-antibody-antigen complex that does not normally exist in the cell, the physiologic process of removal of other proteins is impaired (e.g. autophagy), causing problems to the embryo. Our transcriptomic data do not corroborate these explanations (see below).

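In the lists of autophagy, of interferon and innate immunity and of the proteasome, median log2 fold changes against mCherry-Trim21 mRNA lay between −0.08 and 0.17 with both antibodies over all measured genes. All groups received mCherry-Trim21 mRNA and no uninjected embryos were measured, so a response to TRIM21 that all groups share does not show here. These comparisons therefore do not test the toxicity of mCherry-Trim21 mRNA. Of 26 autophagy genes 1 was lower with anti-TEAD4 when adjusted over the list alone, the lysosomal transcription factor Tfeb at a log2 fold change of −0.95 (standard error 0.17), while 0 passed with any 1 of the control arrays or anti-TEAD4 replicate a left out and 11 were lower and 2 higher without anti-TEAD4 replicate b. The autophagy gene Atg14 was at 8.39 in anti-TEAD4 replicate a and 10.24 in replicate b, against 10.22 to 10.90 in the control arrays, and passed without replicate b (adjusted p = 0.0273, and 0.0273 to 0.999 over the alternatives), at −2.06. Of 28 interferon and innate immunity genes 1 was lower, the oligoadenylate synthetase Oas1f, and none was higher. With dim genes left out, 9 of the 28 remain, 8 of them with a negative log2 fold change, and their median was −0.75 (camera adjusted p = 0.00146). The list as a whole passed limma's fry test for change in either direction (mixed adjusted p = 0.00122), which does not compare it with other genes. Of 30 proteasome genes none passed, with Psmd3 at −0.87 (standard error 0.59) and Psmd12 at 0.40 (standard error 0.24), which ran from −1.77 to 0.03 and from 0.08 to 0.72 with 1 array left out, and Psmd3 passed without anti-TEAD4 replicate b (adjusted p = 0.0309, and 0.0309 to 0.999 over the alternatives).
With anti-TEAD4 the median log2 fold change was −0.08 for autophagy (camera adjusted p = 0.0661), 0.06 for interferon (camera adjusted p = 0.343), whose camera direction was down, and 0.07 for the proteasome (camera adjusted p = 0.651). Over the alternatives the adjusted p ran from 0.000154 to 0.835, from 0.00146 to 0.873 and from 0.000117 to 0.913. The autophagy list passed at −0.15 without mCherry-Trim21 mRNA replicate a (adjusted p = 0.0231), at −0.41 without anti-TEAD4 replicate b (adjusted p = 0.000154), with an intensity trend and robust moderation (adjusted p = 0.0469) and with all rows tested (adjusted p = 0.00596). The proteasome list passed upward at 0.28 without anti-TEAD4 replicate a (adjusted p = 0.000117). Median centring gives −0.08 for interferon and −0.07 for the proteasome, and quantile normalization −0.09 and 0.02. Against the control mean, the autophagy median was −0.45 in anti-TEAD4 replicate a and 0.19 in replicate b, and the proteasome median was −0.15 and 0.19. With anti-GFP the medians were 0.04 for autophagy (camera adjusted p = 0.802), −0.08 for interferon (camera adjusted p = 0.0142) and 0.17 for the proteasome (camera adjusted p = 0.000746). The interferon list no longer passed without either mCherry-Trim21 mRNA array or anti-GFP replicate b, nor the proteasome list without mCherry-Trim21 mRNA replicate a or anti-GFP replicate b. No single gene of these lists passed limma's test with anti-GFP, and no list passed with an estimated correlation, at adjusted p = 0.841 for interferon and for the proteasome.

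**Figure D2:**
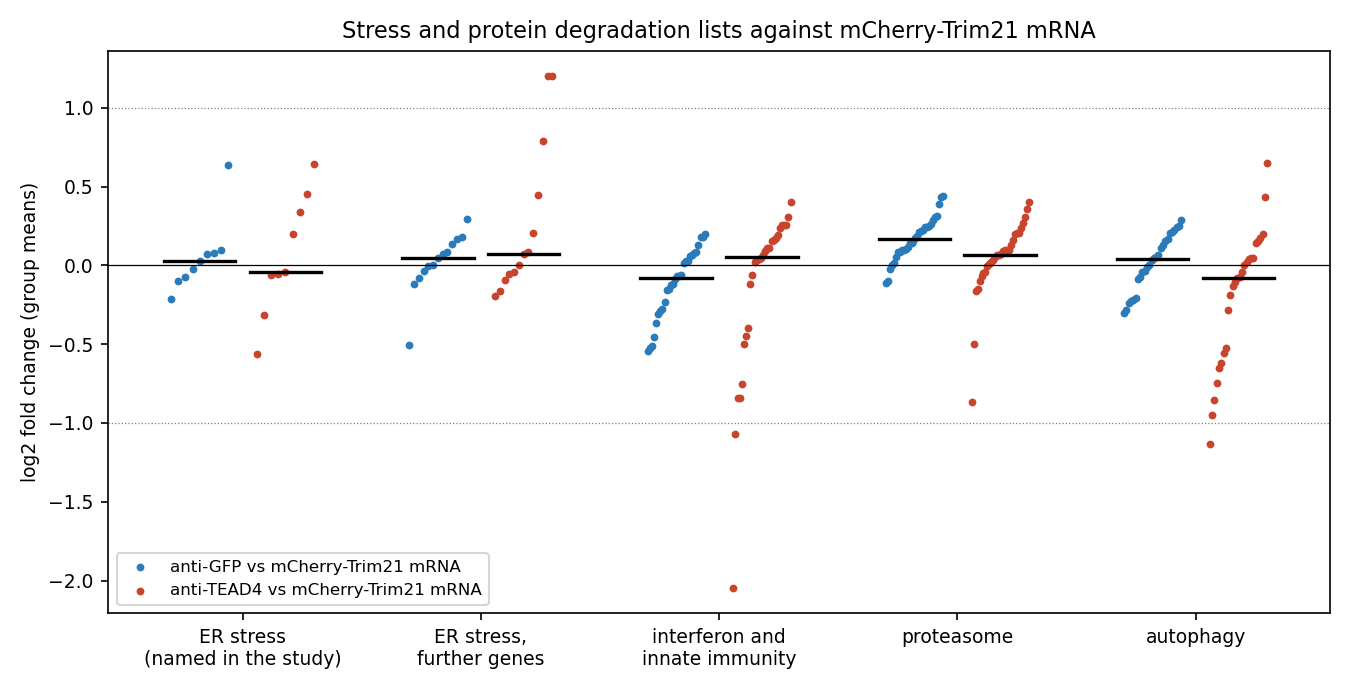
Log2 fold change of each gene of 5 lists against mCherry-Trim21 mRNA, ordered within each list, for anti-GFP (blue) and anti-TEAD4 (red), each from the means of 2 pools per group. Black bars are list medians, which lie between −0.08 and 0.17, and dotted lines mark log2 fold changes of −1 and 1.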

Under the provision of 1) a maximum amount of reagents injected, and 2) a valid antibody, the effects of TRIM21-mediated protein depletion persisted for enough time in which to phenocopy the loss of *Tead4* gene function in vitro. Blastocyst and outgrowth formation were strongly impaired in TEAD4-depleted embryos, unlike the GFP control. These data do not rule out non-specific effects of the antibody treatment, however. Since TEAD4 is a transcription factor, transcriptome analysis can reveal if only the target genes of TEAD4 or also other genes are affected, and how many. 

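Against both control groups together, Cdx2 had a log2 fold change of −1.89 (standard error 0.24, adjusted p = 0.209 from limma) and Gata3 of −1.23 (standard error 0.17, adjusted p = 0.221). Over 28 trophectoderm genes, 15 were lower and none higher when adjusted over the list alone, with a median of −0.89 (camera adjusted p = 2.1e-22, and adjusted p = 0.08 with an estimated correlation), or −0.70 without anti-TEAD4 replicate a and −1.33 without replicate b. The list of the Hippo pathway, which controls TEAD4 through its partner YAP1, had a median of −0.16 over 20 genes (camera adjusted p = 0.00266, and adjusted p = 0.728 with an estimated correlation). Without anti-TEAD4 replicate a its median was −0.06 (camera adjusted p = 0.143), without replicate b −0.31, and with dim genes left out it was −0.22 (camera adjusted p = 0.0832), where the adjusted p over the alternatives ran from 3.49e-05 to 0.728. Within it Ccn1, a secreted protein gene known as a YAP1 and TEAD target, passed as higher when adjusted over the list alone, at 1.53 (standard error 0.24), but not without anti-TEAD4 replicate a or either mCherry-Trim21 mRNA array, while Amot was at −0.75 (standard error 0.19), Vgll4 at −0.76 (standard error 0.26) and Tead1 at −0.70 (standard error 0.23), short of the test. Against mCherry-Trim21 mRNA, Vgll4 ran from −1.26 to −0.47 and Tead1 from −1.07 to −0.40 with 1 array left out, and without anti-TEAD4 replicate b both passed over all genes, as did Ccn1 (adjusted p = 0.0327, 0.0392 and 0.0391, and up to 0.999 over the alternatives).
The lowest adjusted p over all genes was 0.102, with none under 0.05 from limma. At an unadjusted p under 0.05 there were 2568 genes, 1228 higher and 1340 lower, where chance gives 1507 (1430 genes without mCherry-Trim21 mRNA replicate b, 1452 without its replicate a, 1625 and 1662 without anti-GFP replicates a and b, 9722 without anti-TEAD4 replicate b), and the methods' t-test after Benjamini-Hochberg adjustment passed none. With the control arrays taken as a single group limma called 17 genes, each lower with anti-TEAD4, and without anti-TEAD4 replicate b it called 4025 from the lone array. In 3450 genes both anti-TEAD4 arrays lay above all 4 control arrays and in 2314 below, together 19.1% of genes, where chance gives 13.3%, on arrays that were not centred and a median log2 fold change of 0.06 over all genes. At an unadjusted limma p under 0.01 there were 226 higher and 452 lower genes.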

On the transcriptional level, the effect was a reduced expression of TEAD4 target genes *Cdx2* and *Gata3* (as well as other trophectodermal genes). Only 6 other genes (*Lgals1, Id2, Slc44a4, Krt18, Oas1f, Obox6)* were more differently expressed than *Cdx2* in the comparison between TEAD4-depleted and *mCherry-Trim21* embryos. 

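In the fitted log2 fold changes against mCherry-Trim21 mRNA, 98 of 30142 genes differed more than Cdx2. Of these, 32 had an unadjusted limma p under 0.01, and in each of the 32 both anti-TEAD4 arrays lay beyond all 4 control arrays. 46 genes had a smaller unadjusted p than Cdx2. Among rows with a gene symbol past the methods' t-test at its unadjusted threshold, 6 had a larger fold than Cdx2, those of Lgals1, Id2, Slc44a4, Krt18, Oas1f and Obox6. Beside Lgals1, Id2, Slc44a4, Krt18 and Krt8, lower genes at an unadjusted limma p under 0.01 include Slc9a3r1, a scaffold of the apical membrane, with a log2 fold change of −3.30 (standard error 0.42). They also include the membrane protease Tmprss2 with −2.94 (standard error 0.24), the glutathione transferase Mgst3 with −2.62 (standard error 0.45) and the tyrosine aminotransferase Tat with −2.54 (standard error 0.42). Predicted genes aside, the largest rises at that limma threshold were those of Trim21, whose sequence the injected mRNA carries, with 3.49 (standard error 0.52), Ttc30b with 2.55 (standard error 0.54) and Mir6994 with 2.48 (standard error 0.64). None of these genes passed an adjusted p under 0.05 from limma, and their order by size rests on 2 pools per group.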

On the protein level, CDX2 was synthesized in TEAD4-depleted embryos, as logically expected from the above transcriptomic data and consistent with previous reports that documented reduced (but not absent) CDX2 expression in *Tead4*^−/−^ embryos [1, 33, 55]. In spite of the incomplete effect, the functional consequence was a highly compromised trophectodermal function [4], to the point that the E3.5 blastocysts were unable to form outgrowths in vitro. As such, the protein depletion phenotype was consistent with that of the genetically null *Tead4*−/− zygotic knockout originally described [2] and even more severe than *Cdh1 (ECadherin)* −/− zygotic knockout embryos (which were able to form trophectodermal outgrowth, albeit less extended than in control embryos [62]). Thus, targeting the downstream product produces a more severe phenotype, as noted previously for RNA interference compared to genetic null mutations [6]. When tested in vivo by transfer to the uterus, TEAD4-depleted embryos again did not implant when transferred at E3.5, while they succeeded when transferred at E4.5. In order to make sense of this discrepancy we note that the O_2_ tension is lower in the uterus, and that the *Tead4* −/− phenotype might be contingent on the O_2_ tension, having been proposed that TEAD4 operates in mitochondria to protect the cell from reactive oxygen species [55, 63]*.* Unfortunately a comparison of these studies with our study does not contribute to the discussion, because our TEAD4-depleted embryos were cultured without oil overlay from the 1-cell stage, whereas the rescued ones were cultured with oil overlay in the presence of NAC from the 2- or 8-cell stage [55]*.* Regardless, in our study, TEAD4-depleted embryos were equally impaired under 20% or 5% *O*_*2*_ or use of antioxidant NAC, suggesting that the embryos of our study experienced modest cellular stress*.* This view is supported by the marginal change observed in transcripts associated with endoplasmic reticulum stress [56, 57], thereby speaking for a general validity of the TEAD4 data, although cellular stress depends also on environmental factors and operators’ skills that are difficult to reproduce exactly in different laboratories.

The reason why *Cdx2* and *Gata3* were still expressed in spite of the large excess of TEAD4 antibody (6.7E-04 picomoles) compared to its target protein (6.3E-07 picomoles) is unclear, but we showed it does not lie in the premature exhaustion of microinjected reagents. We should consider that not even in the *Tead4*−/− zygotic knockout the expression of all TEAD4 target genes was completely silenced: *Eomes* continued to be expressed, for example [2]. Another possibility is that target proteins are not entirely accessible to TRIM21 when located in some subcellular compartments e.g. nucleus or cortex. Furthermore, the binding properties of the antibody play a role. When the target protein concentration is below the chemical dissociation constant (K_d_) of the antibody [30], binding is under 50%, resulting in incomplete depletion from the outset. When the target protein concentration lies above the K_d_, binding can be complete but this is only a temporary state, since the concentration becomes progressively reduced by TRIM21 reaction. Similar considerations also apply to the binding of TRIM21 to the antibody. The problem of partial binding will arise, at the latest, when the target protein concentration has fallen below the K_d_ of the antibody, or the concentration of the antibody-antigen complex has fallen below the K_d_ of TRIM21.

## Conclusions

TRIM21-mediated protein depletion promises to induce null-like developmental phenotypes without using genetic tools, and to tackle previously synthesized proteins, which accumulated in the oocyte even before the gene locus was removed (in knockout models) or the mRNA was inhibited (in siRNA/morpholino experiments). Our fact-check with TEAD4 in the canonical mammalian model, the mouse, demonstrates success for 3 days, in conjunction with some prerequisites, requirements and limitations. Key prerequisite is a quantitative knowledge of the oocyte’s and embryo’s proteome, so as to estimate the amount of protein the antibody has to react with. Key requirement is the ability to supply that amount via volume and concentration of a single microinjection. However, getting large amounts of pure, high-affinity antibodies into the oocyte or zygote is not only challenging, but also quite costly. Key limitation of our method is that binding capacities decline as development progresses (antibody is used up and cannot bind 100% of the target protein anyway, given the chemical equilibrium law), while the endogenous gene source is still active, whereby protein function will be restored sooner or later. This means that the system is leaky and the dream of completely removing any gene product might not be accomplishable, except for some carefully selected proteins. We demonstrated TEAD4 depletion for 3 days starting from the zygote, sufficient to phenocopy the lethal *Tead4* null mutation, but perhaps insufficient for other gene products that are later acting, or more abundant, or shielded in a subcellular compartment. This temporal profile suggests that the method may actually be more suited for oocyte deposits of gene products that are downregulated in the embryo, than for embryonic genes that are upregulated. This seems attractive, for example, in order to create a molecular *tabula rasa* in oocytes prior to fertilization or somatic cell nuclear transfer, so as to dissect the function of maternal-effect or reprogramming genes, respectively. Although we have used PN2 zygotes to prove the method, MII oocytes will be the real test bench in future studies. They do not tolerate the microinjection of as much volume as PN2 zygotes, but this is only a technical problem and there are pharmacological means to inhibit the endoplasmic reticulum stress response [57]. In conclusion, lessons from biology (continued gene locus activity) and chemistry (K_d_ of the antibody) indicate that TRIM21-mediated protein depletion cannot remove 100% of the target protein, no matter how large the amount of antibody injected. Yet this partial depletion can disrupt a gene’s product and thereby reveal the gene function.

## Methods

### Compliance with regulations on research animals

All mice were maintained in individually ventilated cages in the animal facility of the MPI Münster, with a controlled temperature of 22 °C, a 14/10 h light/dark photoperiod and free access to water and food (Harlan Teklad 2020SX). Mice were used for experiments according to the license issued by the Landesamt für Natur, Umwelt und Verbraucherschutz of the State of North Rhine-Westphalia, Germany (license number 81–02.04.2017.A432), in accordance with the procedures laid down in the European Directive 2010/63/EU.

### Collection of mouse zygotes and in vitro embryo culture

Six- to eight-week-old B6C3F1 females were primed with 10 I.U. each pregnant mare serum gonadotropin (PMSG; Pregmagon, IDT) and human chorionic gonadotropin (hCG; Ovogest, Intergonan) injected intraperitoneally 48 h apart. MII oocytes were collected from the oviducts. To collect zygotes, primed females were mated to CD1 stud males. On the morning of the vaginal plug, the cumulus-oocyte complexes were recovered from the oviducts at 9 am, dissociated in hyaluronidase (50 I.U./mL in Hepes-buffered Chatot-Ziomek-Bavister (CZB) medium) and cultured in 500 μL of potassium simplex optimization medium containing aminoacids KSOM (aa) in a four-well Nunc plate without oil overlay, at 37 °C under 6% CO_2_ in air. Small scale experiments were conducted also under 5% O_2_ atmosphere (gas mixture 5/5/90) and in the presence of 0.5 mM N-acetylcysteine (NAC) in medium [55]. KSOM (aa) was synthesized from individual components and included 0.5X EAA, 0.5X NEAA and 0.5X glutamine according to recipe [64]. Developmental stages were collected from the plate at the appropriate time points (MII oocyte, 16 h post hCG (hphCG); 1-cell stage, 16 hphCG; 2-cell stage, 43 hphCG; 4-cell stage: 53 hphCG; 8-cell stage, 62 hphCG; morula: 72 hphCG; blastocyst, 92 hphCG).

### Proteome analysis of oocytes, zygotes and preimplantation embryos

For the aims of this study we made use of already existing datasets that we had generated previously [23, 65] using the ‘stable isotope labeling by/with amino acids in cell culture’ (SILAC) pipeline [66]. The original samples had been spiked with a standard prepared from F9 embryonal carcinoma (EC) cells [67, 68]. F9 EC cells build tumors (teratomata) that are considered as caricatures of embryogenesis, because they can differentiate into almost every tissue [69], therefore F9 EC cells afford an ample coverage of the proteins expressed in early embryos. Spiked-in samples had been prepared using either the FASP protocol (exp0313, exp0335) or offline high-pH reversed-phase chromatography of tryptic peptides with concatenated fractionation (exp0616, exp0672). These datasets were supplemented with further experiments unpublished so far, which followed the same sample preparation procedures as above (FASP: exp0471; high-pH RP-chromatography: exp0746; exp0812; exp0860). Briefly, oocytes and embryos had been deprived of the zona pellucida by pipetting in warm acidic Tyrode solution for 30–60 s and then rinsing in protein-free Hepes-buffered CZB medium (BSA replaced through *polyvinylpyrrolidone* 40 kDa). To produce each individual sample 200–300 oocytes or embryos were lysed in 15–20 μl of SDS lysis buffer (4% SDS, 50 mM HEPES pH 7.5) and stored at − 80 °C until further processing. Each oocyte or embryo lysate was supplemented with an equal amount of protein lysate from isotopically labeled (Lys8 and Arg10) F9 EC cells as SILAC spike-in standard (> 98% labeling efficiency). These 1:1 mixtures were then either processed according to the FASP procedure [70] or digested with Lysyl endopeptidase and trypsin, desalted, and fractionated by offline high-pH reversed-phase chromatography. Last, all samples were analyzed by liquid chromatography-mass spectrometry (LC-MS/MS), either on a LTQ Orbitrap Velos or a Q-Exactive mass spectrometer as described in our previous work [23, 65]. Raw mass spectrometry data were deposited to the PRIDE repository via the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) [39, 40] with the dataset identifier PXD012613. Raw data were processed for identification and quantification by MaxQuant Software (version 1.6.2.10, [71]), considering only the “light” versions of the proteins, with the options ‘requantify’ and ‘iBAQ’ enabled. iBAQ stands for ‘intensity-based absolute quantification’. MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification). For identification, the search was performed against the UniProt mouse database (release date 12/2015) concatenated with reversed sequence versions of all entries and supplemented with common contaminants. Parameters defined for the search were trypsin as digesting enzyme, allowing two missed cleavages, a minimum length of seven amino acids, carbamidomethylation at cysteine residues as fixed modification, oxidation at methionine, and protein N-terminal acetylation as variable modifications. The maximum allowed mass deviation was 20 ppm for the MS and 0.5 Da for the MS/MS scans. Protein groups were regarded as identified with a false discovery rate (FDR) set to 1% for all peptide and protein identifications; in addition, at least two matching peptides were required and at least one of these peptides had to be unique to the protein group. Briefly, a protein group is defined as all proteins that are identified by the same set of peptides, which are not included (all together) in any other protein group. In this study we focused on the iBAQ values of the ‘light’ peptide versions only (= peptides derived from oocyte proteins but not from the F9 spike-in standard). The iBAQ algorithm allows to calculate the abundance of proteins within one sample by summing all peptide peak intensities detected for a given protein and normalizing it by the number of theoretically observable tryptic peptides for this protein. Thus, a mass-related measure (intensity) is transformed into a measure that is proportional to molar amounts (iBAQ). iBAQ values for each protein were then divided by the sum of all iBAQ values for a given experiment to determine the molar fractional content of each protein P (riBAQ_P_) in a sample according to the formula adapted from (37):

$$ {riBAQ}_P=\frac{riBAQ_P}{\sum \limits_1^n iBAQ} $$

Last, the riBAQ values were averaged within each stage.

### *mCherry-Trim21* mRNA preparation for TRIM21-mediated protein depletion

For in vitro transcription, plasmid pGEMHE-mCherry-mTrim21 (Addgene plasmid # 105522, was a gift by Melina Schuh) was linearized with SwaI (ThermoFisher, cat. no. FD1244). Capped mRNA was synthesized with T7 polymerase (Ambion mMessage mMachine T7 kit) according to manufacturer’s instructions. Obtained *mCherry-Trim21* mRNA was purified with Quick-RNA MicroPrep (Zymo Research, cat. no. R1051) and preserved in MilliQ water at − 80 °C.

### Protein preparations for TRIM21-mediated protein depletion

To draw a dose-response curve for increasing concentrations of TRIM21 protein, recombinant mouse TRIM21 protein (Biomatik, cat. no. RPC23188) was used. For target protein depletion, antibodies were anti-OCT4 (Santa Cruz SC9081, rabbit polyclonal), anti-PDIA3 (Abcam ab228789, rabbit polyclonal), and anti-TEAD4 (Abcam ab58310, mouse monoclonal, ChIP grade). According to manufacturer anti-TEAD4 antibody is supplied in PBS. For control experiments an anti-GFP antibody was used (ThermoFisher GF28R, mouse monoclonal). TRIM21 protein and antibodies were concentrated at 4 °C using Amicon Ultra-0.5 30 or 100 KDa centrifugal filter devices (Merck Millipore, cat. no. UFC30/ UFC100) to remove salts and preservatives (e.g. sodium azide) and stabilizers (e.g. albumin), and to replace the buffer with water.

### Microinjection of mRNA and antibody in zygotes and blastomeres

In order to stringently test the antibody prior to full-scale experiments, its effect was tested in 2-cell embros using the non-injected blastomere as internal control. Pronuclear-stage oocytes (PN2 zygotes) were injected with a mixture of mRNA and dextran beads fluorescently labeled with Oregon Green (70 kDa; ThermoFisher cat. no. D7173) at the final concentration of 0.2 mg/mL and 0.025 mg/mL, respectively, dissolved in MilliQ water. On the following day, 2-cell embryos were injected in one blastomere with a mixture of antibody and dextran beads at the final concentration of 1.0 mg/mL and 0,025 mg/mL, respectively. Microinjection was conducted on the stage of a Nikon TE2000U microscope fitted with a piezo drill (PrimeTech), using a blunt-end glass needle (inner diameter 4–5 μm, outer diameter 6–7 μm) filled with 2–3 μl mercury at the tip. Volumes were pressure-injected into the zygote or blastomere using a Gilmont GS-1200 μm syringe operated manually. During the microinjection, cells were kept in a 200–300 μl drop of Hepes-buffered CZB medium [72] on a glass-bottomed (Nomarsky optics) dish at a room temperature of 28 °C. After microinjection, zygotes or embryos were allowed to recover in the drop for 5–10 min, before returning them to KSOM (aa) medium. For full-scale experiments, microinjections were performed as above, except that mRNA and antibody were injected sequentially in pronuclear-stage oocytes (PN2 zygotes).

### Fluorescence intensity measurement of mCherry

To measure the fluorescence intensity of mCherry (Figs. 3c, 4b-f, 5b, c), images were captured using a 10X objective, Nikon ACT-2 U camera system and a fixed exposure of 1 s. Regions of interest were drawn around the embryos using Image-J, and the closed line regions were measured with “measure” tool. Only the net average intensity, which is obtained by subtracting the total average intensity with background intensity, was used for final statistics.

### TaqMan analysis of *Trim21* mRNA

Total RNA was isolated using Quick-RNA™ MicroPrep (Zymo Research) following the manufacturer’s instructions and was reverse-transcribed on a GeneAmp® PCR System 9700 (Applied Biosystems). Real-time quantitative PCR reactions were performed on a 7900 HT FAST Realtime PCR System (Applied Biosystems). The cDNA equivalent of ~ 5 embryos per stage was used for each target gene. PrimeTime®Predesigned qPCR Assay (6-FAM/ZEN/IBFQ) from Integrated DNA Technologies was used. Assay IDs: Trim21: Mm.PT.5812570300 and β-Actin: Mm.PT.39a.22214843.g. All samples were processed as technical duplicates. Data were analyzed with the ΔΔCt method [73] using the Applied Biosystems RQ Manager (Version 1.2.2) and Microsoft Excel. ∆∆Ct = ∆ (Ct Trim21 - Ct β-Actin of mCherry-Trim21 injected embryos) – ∆ (Ct Trim21 - Ct β-Actin of non-injected wt embryos). Ct: cycle threshold.

### Transcriptome analysis of blastocysts

On day 4 after microinjection, two replicates each of three groups were created: Trim21 mRNA and dextran beads (named ‘group 4’), or Trim21 mRNA, dextran beads and anti-GFP antibody (named ‘group 5’), or Trim21 mRNA, dextran beads and anti-TEAD4 antibody (named ‘group 6’). Total RNA was extracted using the ZR RNA Microprep Kit (Zymo Research Corporation, Irvine, USA) without the DNase digestion step. Gene expression profiling was performed using Affymetrix GeneChip® Mouse Transcriptome Array 1.0 (Affymetrix United Kingdom Ltd., High Wycombe, UK) containing < 214000 transcripts. The fragmented and biotinylated DNA targets were prepared according to the standard Affymetrix WT Pico Reagent Kit protocol (Affymetrix GeneChip® WT Pico Reagent Kit) using 11 amplification cycles from the total RNA starting material available. GeneChips were hybridized, washed and stained in the Affymetrix Fluidics Station 450, according to the standard GeneChip Expression Wash, Stain and Scan protocol (Affymetrix GeneChip Wash, Stain and Scan Kit). Hybridization took place at 45 °C for 16 h. The GeneChips were scanned using the Affymetrix 3000 7G scanner. The Affymetrix Expression Console and Transcriptome Analysis Console was used for microarray data analysis. The robust multiarray averaging method was applied for background correction, normalization and probe summarization. Gene expression differences were determined by applying an analysis of variance.

### Immunofluorescence analysis of GFP antibody and TEAD4/CDX2 expression

Embryo were analyzed by performing an immunostaining followed by confocal microscopy imaging. The following primary antibodies were applied to the specimens overnight at 4 °C: anti-CDX2 mouse IgG1 (Emergo Europe, The Hague, Netherlands, cat. no. CDX2–88) and anti-TEAD4 (Abcam 58310) in dilutions of 1:200 and 1:100, respectively. For GFP antibody stability experiment, eGFP polyclonal antibody (ThermoFisher, cat.no. CAB4211) was injected into zygotes and embryos were fixed after 0 h, 24 h, 48 h, 72 h and 96 h. Appropriate Alexa Fluor-tagged secondary antibodies (Invitrogen) were matched to the primaries and incubated for 1–2 h at room temperature. DNA counterstaining was performed with YO-PRO-1 (1 micromolar). For imaging, embryos were placed in 5 μl drops of PBS on a 50-mm thin-bottom plastic dish (Greiner Bio-One, Lumox hydrophilic dish; Frickenhausen, Germany) and overlaid with mineral oil (M8410 Sigma). Images were captured on the stage of an inverted microscope (Eclipse 2000-U; Nikon, Düsseldorf, Germany) fitted with a spinning disk confocal unit (Ultra View RS3; Perkin-Elmer LAS, Jügesheim, Germany). A Nikon Plan Fluor 40X oil immersion lens (NA 1.30) was used. Twenty optical sections per embryo were captured using a Hamamatsu ORCA ER digital camera (Hamamatsu Photonics KK, Japan). Maximum projections were analyzed with ImageJ Version 1.46j.

### Outgrowth formation by blastocysts

Zona-free Blastocysts were transferred onto a feeder layer of γ-ray-inactivated mouse embryonic fibroblasts (C3H background) grown to confluence in 12-well plates (flat bottom) previously. The culture medium consisted of high-glucose DMEM (Gibco) with 15% fetal bovine serum (BioWest, Nuaillé, France), glutamine and penicillin/streptomycin (Gibco), non-essential amino acids (PAA Laboratories, Pasching, Austria), mercaptoethanol 0.1 mM (Gibco). Within 4 days of the transfer onto fibroblasts, healthy blastocysts would attach to the feeder layer and form trophoblastic outgrowths.

### Embryo transfer and post-implantation development

Groups of 10 blastocysts were transferred surgically to one uterine horn of pseudopregnant CD1 recipients that had received the copulation plug from vasectomized CD1 males 2 days prior to the embryo transfer. Prior to surgery, CD1 foster mothers were anesthetized with Ketamin (80 mg/kg body weight)/Xylazin (16 mg/kg)/Tramadol (15 mg/kg) in PBS, delivered intraperitoneally. Pregnancies from embryos with mCherry-TRIM21 alone or with anti-GFP were evaluated by C-section just prior to term (embryonic day (E) 18.5); pregnancies from embryos with mCherry-TRIM21 and anti-TEAD4 were evaluated on E13.5 so as to be in a better position to assess early developmental losses. Fetal rate was calculated as the number of fetuses of regular size for gestational age at E13.5, divided by the number of embryos that had been transferred. Implantation rate was calculated as the total number of fetuses, of empty decidua and of miscarriages, divided by the number of embryos that had been transferred.

### Statistical analysis of developmental rates, image data and gene expression data

Blastocyst rates and fluorescence intensities were analyzed by two-tailed Student’s *t* tests using R and the statistical program JMP v.13 (SAS). Microarray data analysis was performed in-house using the output of the Affymetrix Expression Console and Transcriptome Analysis Console, exported in Excel format and imported in JMP v.13. Likewise, iBAQ data were analyzed using Excel and JMP v.13. Graphs were created with GraphPad PRISM software.

## Supplementary information

**Additional file 1: Table 1.** Summary of the processed riBAQ data.

**Additional file 2: Table 2.** Summary of the processed Affymetrix data.

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository [39, 40] with the data set identifier PXD012613. The microarray data generated and analyzed in this article have been deposited in the NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE124844. Summary tables of PXD012613 and GSE124844 are provided in supplementary material.

## Abbreviations

AB: Antibody
AU: Arbitrary units
CZB: Chatot Ziomek Bavister (medium)
EC: Embryonal carcinoma (cell)
GFP: Green fluorescent protein
hCG: human chorionic gonadotropin
I.U.: International units
iBAQ: intensity Based Absolute Quantification
K_d_: Dissociation constant
KSOM (aa): Potassium simplex optimization medium containing aminoacids
LC-MS/MS: Liquid chromatography-mass spectrometry
MII: Metaphase II (oocyte)
OGDB: Oregon green-labeled dextran beads
PMSG: Pregnant mare serum gonadotropin
PN2: Pronuclear-stage two (oocyte)
riBAQ: relative iBAQ
SCMC: Subcortical maternal complex
SILAC: Stable isotope labeling by/with amino acids in cell culture
TEAD4: TEA Domain Transcription Factor 4
TRIM21: **TRI**partite **M**otif-containing **21** (protein)

How the deposited data were processed for this re-analysis (not part of the article)

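Embryos injected with mCherry-Trim21 mRNA alone, with anti-GFP or with anti-TEAD4 were pooled by 10 into 2 pools per group, and the RNA of each pool was hybridized to 1 Affymetrix Mouse Transcriptome Array. The authors applied robust multiarray averaging (background correction, normalization and probe summarization) in the Affymetrix Expression Console, whose version is not given, and deposited log2 intensities with 2 decimals. Linear intensities (AU) are 2 to the power of these values. The scanner files are not used here, so background correction and summarization stay as the authors made them. For arrays there are no read counts, and the number of arrays limits the precision.

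Of 65956 rows, 1 was left out for a value that no log2 intensity can take. Of the 65955 used, 30603 carry 1 gene symbol, 2146 several and 33206 none here, and 827 symbols were updated through the gene identifier. A gene was represented by its row with the highest mean over the 6 arrays, among rows with 1 symbol, and Gata3 by a row that also carries 9230102O04Rik, which gave 30142 genes. No filter on dim genes was applied. The work was done in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

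A model of 3 group means was fitted to all 6 arrays with limma, which moderated the spread of each gene (3 residual and 2.518 prior degrees of freedom, prior SD 0.198). There were 4 comparisons: anti-TEAD4 against mCherry-Trim21 mRNA, anti-GFP against mCherry-Trim21 mRNA, anti-TEAD4 against anti-GFP, and anti-TEAD4 against the mean of both control groups. P values were adjusted by Benjamini-Hochberg over all genes with a threshold of 0.05, and separately adjusted over each list alone. The paper's text names a t test for the array counts, and its methods an analysis of variance and the import of the console's output into JMP v.13. The legend of Fig. 6, which covers the array panel, names Student's t test, which takes the variances as equal, and the scale is not named. The methods' t-test was run with equal variances on linear intensities over all rows, at an unadjusted threshold of 0.01, with thresholds of 2-fold and 4-fold on the ratio of arithmetic means. With 2 arrays against 2 it passes rows whose values are equal within both pairs even after adjustment.

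The 24 gene lists had 373 entries, of which 337 were measured, and 20 lists had at least 3 measured genes and were tested. They cover the study's trophectoderm, pluripotency, endoplasmic reticulum stress and over 4-fold genes, and wider lists of trophectoderm, pluripotency, primitive endoderm, junctions and cavity, the Hippo pathway, endoplasmic reticulum stress, interferon, proteasome, autophagy, oxidative stress, p53, early cleavage, oocyte, cumulus cell, housekeeping and sex-linked genes. The study's housekeeping genes, its genes over 4-fold with anti-GFP, the target with its ligase, and the mitochondrially encoded genes had too few members measured, so that these 4 lists were not tested. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with an estimated correlation, and with fry, adjusted over the 20 lists.

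Named genes are those the paper names, the 12 with the largest rise and the 12 with the largest fall in each of 2 anti-TEAD4 comparisons (against mCherry-Trim21 mRNA and against both control groups) whose arrays lie beyond all 4 control arrays, the 5 in each direction for anti-GFP, and up to 4 per list. As no gene passed an adjusted p under 0.05, an unadjusted limma p under 0.01 took its place, and predicted genes were skipped. Values of Cdx2, Gata3, Krt8, Krt18, Lgals1, Id2, Obox6, Oas1f and the first rows of Table S2 had been seen when this rule was written.

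The alternatives were leaving out each array in turn, the replicate letter as a block, a fit with only the groups compared, moderation with an intensity trend, quantile normalization, median centring, leaving out dim genes, the mean of a gene's rows, all rows, rows with several symbols, and the tests named in the paper. A gene's change of sign was counted as a reversal only where it passed in either fit or exceeded its standard error, and a list's only where it passed in either. The overlap of the 2 antibody comparisons was set beside 100 simulated sets in which no group had an effect and arrays varied independently. The spread of each group was that of its own pair, or 1 pooled moderated spread per gene. The former was chosen after a first outcome was seen, in which the latter was taken as known in a normal approximation in place of limma. The test of matched levels used 10000 random lists.

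The steps were tested on simulated data in which 200 genes were changed and each gene's spread was drawn from the prior that limma fitted to these arrays, a spread chosen after a first outcome was seen. limma recovered 0 of 67 genes changed by 1 on the log2 scale, 39 of 67 changed by 2 and 60 of 66 changed by 4, and called 6 unchanged genes. With the moderated spread of each gene, the first choice, it recovered 7, 58 and 66 and called 12 unchanged genes. At an unadjusted p under 0.01, with the spread drawn from the prior, limma recovered 45, 59 and 65. A trophectoderm list lowered by 1 was recovered by camera (adjusted p = 5.27e-33), with 0 of the lists that share no gene with it. The simulated genes varied independently and with the same spread in all groups. These runs therefore do not test camera with correlated genes, or either test with a more variable anti-TEAD4 pair. The methods' t-test recovered 77 of the 200 genes on linear intensities and 92 on log2 values, passed 281 and 276 unchanged genes, and recovered 0 after adjustment.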

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

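The tests of trophectoderm transcripts between the anti-TEAD4 pools, of random lists of like level, and of Trim21 in anti-TEAD4 replicate b were chosen after the results were seen.

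Among genes whose array values the paper's text does not discuss, though Trim21, Ttc30b, Tktl1 and Barx2 have rows in its Table S2, 7 are among those with the largest fitted differences upward in the anti-TEAD4 pools against mCherry-Trim21 mRNA and against both control groups, and lie in both anti-TEAD4 arrays above all 4 control arrays. The log2 fold change against both control groups was 2.45 for Trim21, 2.65 for Ttc30b, 2.86 for Mir6994, 1.81 for Tktl1, 1.82 for Dipk2a and 1.60 for Barx2. For Mir491 the control arrays, at 2.91 to 3.47, lie below the median of unexpressed receptor genes in each, so that its fitted difference of 1.97 is not a measured fold. Barx2 was at 2.25 without anti-TEAD4 replicate a and at 0.95 without replicate b, where it passed (adjusted p = 0.0282, and 0.0282 to 0.963 over the alternatives), and 5 of the other 6, all but Tktl1, passed there too. Each had an unadjusted limma p under 0.01 and none passed an adjusted p under 0.05 over all 6 arrays.

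Anti-TEAD4 replicate a stands apart from the other arrays, alone at 92.2 on a first principal component that holds 49.6% of the variance. After quantile normalization, which gives all arrays the same distribution, its mean correlation with the others was 0.976, below their 0.987 to 0.990. A correlation does not change with a shift or a linear scale of an array, and it was 0.975 before. This value therefore does not decide on scaling, and the first component was not computed again after that normalization. Genomic DNA or a raised background may contribute, as the median of 1717 olfactory and vomeronasal receptor genes, minus the mean of the other arrays, was 0.24 there and at most 0.02 elsewhere. The trophectoderm list was lower than in replicate b by a median of −0.46, where all genes had 0.05, but so were the proteasome list by −0.37, the autophagy list by −0.69 and the oocyte list by −0.69, and among 10000 random lists of like level, with a middle of −0.27, it stood at the 9.87th percentile, so a lower trophectoderm content of this pool cannot be told apart from a difference of genes of like level as a whole. What the embryos of the 2 pools differed in stays open, as the labels give no difference between them.

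Trim21 had its highest signal in the anti-TEAD4 arrays. An interferon response of its list as a whole is argued against by a median log2 fold change of 0.0825 against both control groups (camera adjusted p = 0.709), and of −0.52 with dim genes left out (camera adjusted p = 0.011, and 0.011 to 0.949 over the alternatives). The list as a whole passed limma's fry test for change in either direction (mixed adjusted p = 0.000802), and Oas1f was lower and none higher when adjusted over the list alone. Replicate a alone is not the source either, since replicate b lay 0.87 above the highest control array. The injected mRNA carries Trim21 sequence, and whether more of it was injected or remained with this antibody was not tested. The antibody itself, the design's biological difference, stays open as well, and no other biological explanation was tested.

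Trophectoderm genes were lower in the anti-TEAD4 arrays. Replicate a as the only source is argued against, as without it the list still passed camera in all 3 anti-TEAD4 comparisons, with a highest adjusted p = 2.58e-15 and a median of −0.59 there, at the preset correlation. With an estimated correlation the list passed in none of the 3 comparisons over all 6 arrays, at adjusted p = 0.0694, 0.0868 and 0.0799. Embryos at an earlier stage as a whole may contribute and cannot be told apart from a loss of trophectoderm transcripts, since the oocyte list had a median of −0.11 against both control groups (camera adjusted p = 0.35) while the early cleavage list had 2.45 (camera adjusted p = 0.00387, and adjusted p = 0.742 with an estimated correlation). The early cleavage median was 10.02 in mCherry-Trim21 mRNA replicate b, a control array, and 8.85 and 9.39 in the anti-TEAD4 arrays. A high value was thus not particular to anti-TEAD4. For 18 of 28 trophectoderm genes both anti-TEAD4 arrays lay below all 4 control arrays, that one included. Both lists depend on single arrays. The early cleavage median was 0.56 without mCherry-Trim21 mRNA replicate a, 1.25 without anti-GFP replicate b and 1.67 without anti-TEAD4 replicate b, at adjusted p = 0.11, 0.198 and 0.276, and 3.97 without mCherry-Trim21 mRNA replicate b, and it differs widely within the control groups, while the oocyte median was 0.22 without anti-TEAD4 replicate a and −0.41 without its replicate b, past the test in opposite directions (adjusted p = 0.0491 and 0.00619). The adjusted p ran from 9.48e-15 to 0.742 for early cleavage and from 0.00619 to 0.91 for the oocyte list over the alternatives. Depletion of TEAD4 and the aberrant cavity of the same pools go together in the design and stay open.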

How the results depend on the processing

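The spread and the test of the simulated groups without an effect and the spread of the simulated test data were changed after first outcomes were seen, and so were what counts as a reversal, the matching of gene synonyms and the handling of predicted genes. No other alternative was added after the results were seen.

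For all 4 comparisons limma called 0 genes in every setting except those below. Without anti-TEAD4 replicate b it called 2852 against mCherry-Trim21 mRNA, 2797 against anti-GFP and 4025 against both control groups, so that leaving out 1 array gives ranges of 0 to 2852, 0 to 2797 and 0 to 4025, where the lone array is assumed to vary like the other groups. With only 2 groups, the control arrays taken as one, it called 17 against both. With replicate letters as a block it called 0, and the letters do not pair the arrays (correlations of −0.50, 0.21 and −0.25). The methods' t-test at an unadjusted p under 0.01, on linear intensities and on log2 values, passed 284 and 283 genes for anti-TEAD4 against mCherry-Trim21 mRNA, 231 and 227 for anti-GFP against mCherry-Trim21 mRNA, 230 and 223 for anti-TEAD4 against anti-GFP, and 702 and 714 against both control groups. After Benjamini-Hochberg it passed 9 and 9, 10 and 10, 5 and 5, and 0 and 0. Over rows with a gene symbol only, it passed 311 with anti-TEAD4 and 9 after adjustment, and 245, 3 over 2-fold and 10 after adjustment with anti-GFP, fewer because fewer rows are tested.

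With 1 array left out, the log2 fold change of Cdx2 ran from −2.35 to −1.63 against mCherry-Trim21 mRNA and from −2.15 to −1.43 against anti-GFP, and that of Gata3 from −1.47 to −1.08 and from −1.37 to −0.98. Both passed without anti-TEAD4 replicate b only, and kept their direction in every setting.

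The gene lists called by camera numbered 5 to 10 for anti-TEAD4 against mCherry-Trim21 mRNA with 1 array left out, 0 to 6 for anti-GFP against mCherry-Trim21 mRNA, 6 to 10 for anti-TEAD4 against anti-GFP and 6 to 11 against both control groups. With an estimated correlation 0, 0, 0 and 0 were called. With all rows tested 8 were called for anti-TEAD4 against mCherry-Trim21 mRNA. For anti-GFP against mCherry-Trim21 mRNA 2 were called from the methods' t-test on log2 values, 2 from the analysis of variance without moderation and 0 by fry, and fry called 4 against anti-GFP and 4 against both control groups.

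Genes that passed in either setting or lay beyond their standard error changed sign or came to 0, and lists that passed in either setting changed the direction of their test, only where 1 array was left out. Without anti-TEAD4 replicate a this was so for each value below except those of Hprt and the early cleavage list. For anti-TEAD4 against mCherry-Trim21 mRNA, Ern1 ran from −1.15 to 0.03, Gdf3 from −1.09 to 0.16, Nlrp5 from −0.055 to 1.13, Psmd3 from −1.77 to 0.03, the early cleavage list from −1.36 to 4.62 and the oocyte list from −0.36 to 0.26. Against anti-GFP, Ern1 ran from −1.05 to 0.13, Pou5f1 from −0.59 to 0.055 and the autophagy list from −0.48 to 0.10. Against both control groups the oocyte list ran from −0.41 to 0.22, the autophagy list from −0.45 to 0.19 and the proteasome list from −0.15 to 0.19. For anti-GFP against mCherry-Trim21 mRNA, Hprt came to 0 without mCherry-Trim21 mRNA replicate a, with no change of sign, and ran from 0 to 0.48, and the early cleavage list ran from −4.55 to 0.89, with −0.005 without anti-GFP replicate b. The median of a list can change sign while the direction of its test does not. With dim genes left out, which leaves 9 of its 28 genes, the interferon list went from 0.06 to −0.75 against mCherry-Trim21 mRNA (camera adjusted p = 0.00146) and from 0.08 to −0.52 against both control groups (camera adjusted p = 0.011). Without anti-TEAD4 replicate b the pluripotency list went from 0.02 to −0.11 (camera adjusted p = 0.0462), the oxidative stress list from 0.01 to −0.35 (camera adjusted p = 0.0128) and the oocyte list from 0.03 to −0.36 (camera adjusted p = 0.0128) against mCherry-Trim21 mRNA, and the oxidative stress list from 0.005 to −0.18 (camera adjusted p = 0.0355) against both control groups. The cause was not tested.

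Of the other values of single genes, 3356 kept their side of the threshold and 83 came to pass it. Of those of lists, 1451 kept it, 85 lost it and 52 came to pass it. The background correction could not be varied, since scanner files are not used here, and signal over background limits dim genes.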

Differences from the paper's values

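No alternative in this part was chosen after the values were seen.

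The paper's count of genes affected by anti-TEAD4 against mCherry-Trim21 mRNA is 280, and the methods' t-test, which with its threshold is named in the paper's text, passed 620 of all rows on linear intensities. Of the alternatives set before the data were examined, rows with a gene symbol gave 311, within 1.5 times of the paper's count, while log2 values gave 618 and a ratio of geometric means leaves 620. Over the 30142 genes, each with 1 row, the same test passed 284 on linear intensities and 283 on log2 values, near the paper's 280. For anti-GFP the paper's count is 182 and the test passed 497 rows. Rows with a gene symbol gave 245, within 1.5 times, while log2 values gave 490 and geometric means 497. Over genes, each with 1 row, the test passed 231 on linear intensities and 227 on log2 values.

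For anti-GFP over 2-fold the paper's count is 8 and 5 rows were found. Log2 values gave 6, within 1.5 times, while rows with a gene symbol gave 3 and geometric means 5. Over 4-fold the paper's count is 2 and 0 rows were found, by the methods' t-test on linear intensities with 497 rows at its unadjusted threshold, and 0 also with log2 values, rows with a gene symbol and geometric means. limma called 0 genes in this comparison, with 330 at an unadjusted p under 0.05. For anti-TEAD4 the paper's count over 2-fold is 36, which rows with a gene symbol gave exactly, at 36, and its count over 4-fold is 7, where all rows gave 9, rows with a gene symbol 6 and log2 values 11, the last more than 1.5 times the paper's.

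For the 9 genes of endoplasmic reticulum stress the paper's lowest p is 0.11. The lowest from the methods' t-test was 0.0337 on linear intensities, for Eif2ak3 with anti-TEAD4, and 0.0299 on log2 values, neither of which reaches the paper's value. The largest fold, 1.62, matches the paper's limit after rounding.

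The paper places Mir3079 and Dkk1 among the genes over 4-fold with anti-GFP, where Dkk1 changed 2.18-fold. The row of Mir3079 that passed lay at 2.41 to 3.58 with mCherry-Trim21 mRNA and anti-GFP, below the medians of 3.68 to 3.82 of unexpressed receptor genes in these arrays, and its brighter row also lay below these medians, so that neither row gives a fold above background. It places Cdx2 among those over 4-fold with anti-TEAD4, where it changed 3.84-fold as a ratio of arithmetic means and 3.96-fold as a ratio of geometric means, and the other 6 genes it lists there did change over 4-fold. Its text gives one threshold for Cdx2 against both control groups, and Fig. 6d prints a larger value for one of them. The paper names Lgals1, Id2, Slc44a4, Krt18, Oas1f and Obox6 as the genes with a larger difference than Cdx2, and among rows with a gene symbol past the methods' t-test at the paper's threshold these 6 are the ones with a larger fold. Without that test 98 genes had a larger fitted log2 fold change, 32 of them at an unadjusted limma p under 0.01. The levels and reductions of Cdx2 and Gata3 match those of the paper.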

Other observations

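The early cleavage values below were examined only after the results were seen, while the lists and their tests were fixed in advance.

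Genes of early cleavage differed widely between pools of the same control group. Zscan4c had log2 intensities of 3.02 and 12.40 in the mCherry-Trim21 mRNA arrays, 10.60 and 4.23 in the anti-GFP arrays, and 10.71 and 10.67 in the anti-TEAD4 arrays. The median of the 23 measured genes of the list was 4.27 and 10.02, then 6.36 and 4.66, then 8.85 and 9.39. Within each control pair 16 of the 23 genes differed by more than 1 on the log2 scale, all higher in the same array of the pair. The 6 Zscan4 genes were at 11.43 to 12.86 in mCherry-Trim21 mRNA replicate b and at 3.02 to 4.51 in replicate a, where 4 of them lay below the median of 3.74 of unexpressed receptor genes, so that no fold is given. They were at 9.45 to 11.26 in anti-GFP replicate a and at 3.86 to 5.64 in replicate b, where that median was 3.82. Of the 17 other genes, 8 differed by more than 4 on the log2 scale in the first pair (Usp17la, Usp17lb, Usp17lc, Usp17ld, Usp17le, Tcstv1, Tcstv3 and Tdpoz3, named after their values were seen) and 0 in the second. For anti-TEAD4 the list had a median log2 fold change of 1.49 against mCherry-Trim21 mRNA (camera adjusted p = 0.131, and 2.81e-17 to 0.841 over the alternatives). It passed with quantile normalization at 1.47 (adjusted p = 0.003), with median centring at 1.35 (adjusted p = 0.00599) and with dim genes left out at 1.53 (adjusted p = 0.00351), and was −1.36 without mCherry-Trim21 mRNA replicate a (adjusted p = 0.000592) and 4.62 without its replicate b (adjusted p = 2.81e-17). The median was 2.91 against anti-GFP (camera adjusted p = 0.000103, and adjusted p = 0.635 with an estimated correlation), and was 4.46 without anti-GFP replicate a, 0.30 without anti-GFP replicate b and 2.13 without anti-TEAD4 replicate b, no longer past the test in the last 2 cases.

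Other lists fixed in advance had these medians for anti-TEAD4 against mCherry-Trim21 mRNA. Primitive endoderm had 0.02 with a mean of −0.09 (camera adjusted p = 0.194), oxidative stress 0.01 with a mean of −0.12 (camera adjusted p = 0.131), p53 0.16 (camera adjusted p = 0.633), oocyte 0.03 with a mean of −0.06 (camera adjusted p = 0.492), cumulus cells 0.17 (camera adjusted p = 0.131), housekeeping genes −0.07 (camera adjusted p = 0.131) and sex-linked genes −0.04 with a mean of 0.12 (camera adjusted p = 0.718). The primitive endoderm, oxidative stress and oocyte medians turn negative with quantile normalization and with median centring. Some of these lists passed where 1 array was left out: oxidative stress at −0.35 (adjusted p = 0.0128), oocyte at −0.36 (adjusted p = 0.0128) and cumulus cells at 0.29 (adjusted p = 0.0481) without anti-TEAD4 replicate b, oocyte at 0.26 without anti-TEAD4 replicate a (adjusted p = 0.0215), and housekeeping genes at −0.12 without mCherry-Trim21 mRNA replicate a (adjusted p = 0.0231). With all rows tested oxidative stress passed at 0.01 (adjusted p = 0.0284), its test pointing down, and housekeeping genes at −0.11 (adjusted p = 0.00614), the latter also from the methods' t-test on linear intensities (adjusted p = 0.0317) and on log2 values (adjusted p = 0.0491). Over the alternatives the adjusted p ran from 0.0128 to 0.835 for oxidative stress, 0.0128 to 0.951 for oocyte, 0.0481 to 0.976 for cumulus cells and 0.00614 to 0.775 for housekeeping genes. The study's 6 trophectoderm genes had −1.22 (camera adjusted p = 1.3e-10), its 3 pluripotency genes −0.02 with a mean of 0.01 (camera adjusted p = 0.993) and its 7 genes over 4-fold −2.44 (camera adjusted p = 9.6e-13), of which it chose the last on these arrays and does not say how it picked the others, and of which none passed with an estimated correlation (adjusted p = 0.0694 for the first and the last, and 0.995 for the pluripotency genes), and the Hippo list −0.13 (camera adjusted p = 0.00865, and adjusted p = 0.724 with an estimated correlation). Without anti-TEAD4 replicate a the Hippo list had −0.03 and did not pass, nor did it with dim genes left out, at −0.15, and without replicate b it passed at −0.26.

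Against anti-GFP the cumulus cell list, of whose 9 measured genes 1 is not dim, passed camera with a median of 0.23 (adjusted p = 0.034, and adjusted p = 0.549 with an estimated correlation), and not without any 1 of the 4 control arrays, at 0.23 to 0.26, or without anti-TEAD4 replicate a, at 0.10, while without replicate b it passed at 0.38. Its median was higher in anti-TEAD4 replicate a than in replicate b by 0.37, where all genes had 0.05, and the unexpressed receptor genes lay 0.24 above the other arrays in replicate a. The autophagy list passed against anti-GFP with −0.09 (adjusted p = 0.0325) and against both control groups with −0.06 (adjusted p = 0.0319), and neither holds with an estimated correlation, at 0.683 and 0.742, or with quantile normalization or median centring. Without anti-TEAD4 replicate a the medians were 0.10 and 0.19, without anti-GFP replicate a they were −0.05 and −0.04, and without mCherry-Trim21 mRNA replicate b the second was −0.04, none of them past the test.

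Against both control groups, genes at an unadjusted limma p under 0.01 with the largest falls also include the alcohol dehydrogenase Adh1, Cstdc6 and the peptide transporter Slc15a2, and those with the largest rises Anxa8, Peg10 and Nanos1.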
